# Lactate modulates the function of myeloid-derived suppressor cells via Ten-Eleven-Translocation-2-mediated demethylation of glucocorticoid-inducible kinase 1 in lung cancer model

**DOI:** 10.3389/fcell.2025.1565993

**Published:** 2025-08-22

**Authors:** Ying Chu, Hua Shen, Qiu Li, Bo Shen, Yan Zhang, Deqiang Wang, Wei Zhu, Shengjun Wang, Jie Ma

**Keywords:** lactate, MDSCs, TET2, SGK1, DNA methylation

## Abstract

**Background:**

Lactate has been shown to play an important immunosuppressive role in the tumor microenvironment (TME) and promote tumor progression through a variety of different mechanisms of action. Myeloid-derived suppressor cells (MDSCs) are important cells that play an immunosuppressive role in the TME. However, the underlying mechanism by which lactate regulates MDSCs remains unclear. This study aims to explore the molecular mechanism by which lactate regulates the immunosuppressive function of MDSCs in the TME, providing new ideas and targets for anti-tumor immunotherapy targeting MDSCs.

**Methods:**

This study used the Lewis lung carcinoma cell line to establish a subcutaneous lung cancer model; MDSCs were isolated from the spleens of these mice for subsequent experiments. Protein expression was analyzed by Western blot, mRNA expression by qRT-PCR, protein-DNA interactions by ChIP-qPCR, and DNA methylation by MSP-qPCR and BSP. Exploring the regulatory mechanism of CD38 on the immunosuppressive function of MDSCs by knockdown and overexpression techniques.

**Results:**

We found that compared with spleen-derived MDSCs (SP-MDSCs) of subcutaneous lung cancer model, tumor-derived MDSCs (T-MDSCs) had stronger immunosuppressive function. Lactate could promote the immunosuppressive function of MDSCs, significantly upregulate the expression of serum and glucocorticoid-inducible kinase 1 (SGK1) in MDSCs. Further studies demonstrated that lactate could downregulate the DNA methylation level of SGK1 by regulating the Ten-Eleven-Translocation-2 (TET2) and TET2 was closely related to the immunosuppressive function of MDSCs and the progression of tumors.

**Conclusion:**

Lactate can upregulate the expression of SGK1 through demethylation mediated by TET2, enhancing the immunosuppressive function of MDSCs to promote tumor progression. It provides the effective therapeutic targets for anti-tumor therapy.

## 1 Introduction

Myeloid-derived suppressor cells (MDSCs) were first reported in the early 1970s (Talmadge et al., 2013), and were defined as bone marrow cells with immunosuppressive function (Bronte et al., 1999). MDSCs can be classified into two groups, CD11b^+^ Ly6G^−^ Ly6C^high^ monocytic MDSCs (Mo-MDSCs) and CD11b^+^ Ly6G^+^ Ly6C^low^ polymorphonuclear MDSCs (PMN-MDSCs), based on their nuclear morphology and surface markers (Bronte et al., 2016). The most important characteristic of MDSCs is their immunosuppressive properties (Joshi and Sharabi, 2022; Özbay Kurt et al., 2024; Mo et al., 2023). In the context of cancer, MDSCs are usually recruited into the tumor microenvironment to participate in tumor immune escape (Li et al., 2021). MDSCs are also involved in non-immune aspects of tumor biology, including tumor angiogenesis and metastasis (Yang et al., 2024). A large number of studies have shown a correlation between the frequency of circulating tumor-infiltrating MDSCs and tumor staging, progression and treatment resistance. (Dys et al., 2020). Hence, understanding MDSCs biology represents an important step toward enhancing anticancer immunity. In our preliminary experiments, we found that MDSCs derived from tumor tissues had a stronger immunosuppressive function than MDSCs derived from the spleen of a subcutaneous lung cancer model (Shen et al., 2019). However, the specific regulatory mechanisms involved in this process remain unclear.

Tumor cells accelerate their growth and proliferation through aerobic glycolysis, which was first described by Otto Warburg and is accompanied by the production of large amounts of lactate, leading to the formation of a low-pH state in the tumor microenvironment (TME) (Warburg, 1956). Lactate is an important molecule involved in metabolic processes and is closely related to cancer progression. Recent studies have indicated that lactate is not only a metabolic product of glycolysis, but also an energy substrate, signal molecule, and important immunosuppressive factor in tumor (Ippolito et al., 2019). In the TME, lactate can promote angiogenesis (Tao et al., 2023; Rastogi et al., 2023; Zhang et al., 2022), tumor immune escape (Zhou et al., 2024), invasion (Li et al., 2019; Zhang et al., 2021), metastasis (Paul et al., 2022)and led to poor prognosis (García-Cañaveras et al., 2019; Gharipour et al., 2020; Zong et al., 2024). It has become increasingly recognized that lactate is involved in establishing an immunosuppressive microenvironment. Lactate secreted by tumor cells can promote tumor development by inducing M2-like polarization and Arginase-1(Arg-1) expression in tumor-associated macrophages (TAMs) (Shan et al., 2020; Zhang and Li, 2020; Yan et al., 2024). Meanwhile, lactate can inhibit the maturation of dendritic cells (DCs) (Gottfried et al., 2006), induce the apoptosis of natural killer (NK) cells, and promote the immune escape of tumor cells (Kumar et al., 2019; Harmon et al., 2019). By inhibiting mTOR signaling, lactate inhibits the production of interferon-γ (IFN-γ) and interleukin-4 (IL-4) by anti-tumor natural killer T (NKT) cells in the TME (Wang et al., 2020). Increased lactate secretion can also promote the development of MDSCs and participate in the regulation of innate and adaptive immune responses (Morrot et al., 2018). Yang et al. suggested that increased lactate secretion is responsible for the enhanced immunosuppressive phenotype of MDSCs after radiotherapy (Yang et al., 2020). Lactate can aggravate immunosuppression by increasing the frequency of MDSCs, further demonstrating that lactate contributes to the establishment of an immunosuppressive microenvironment for developing tumors (Hayes et al., 2021). However, the role of lactate in the regulation of MDSCs cannot be ignored. Thus, further studies are urgently needed to identify the effects of lactate on MDSCs function.

Serum/glucocorticoid-regulated kinase 1(SGK1), a new AGC kinase family member discovered by Webster et al. (1993) in belongs to the serine/threonine protein kinase family and has high homology and kinase functions similar to those of AKT (Leroux et al., 2018). SGK1 participates in various physiological and pathological processes and its biological regulation has received widespread attention. Current research on SGK1 shows that ion channels (such as ENaC and KCNE1/KCNQ1), carriers (such as NCC and NHE3), Na (^+^)/K (^+^)-ATPase (such as GSK3), and transcriptional regulators (FOXO3a, NF-*k*B, β-catenin, and p27) are regulated by SGK1 (Lang et al., 2006). SGK1 is involved in the regulation of cell growth, proliferation, survival, migration, and tolerance to radiotherapy, chemotherapy, and other pathological processes (Talarico et al., 2016). The expression of SGK1 in cells is regulated by epigenetic factors, particularly DNA methylation. DNA methylation is an epigenetic modification with well-defined characteristics that is catalyzed by three enzymes from the DNA methyltransferase (DNMTs) family, including DNMT1, DNMT3A, and DNMT3B. DNA methylation in eukaryotes usually occurs in the cytosine of CpG dinucleotides, with S-adenosine methionine as the methyl donor and the fifth carbon atom of cytosine as the receptor for the methyl to form 5 mC. Active DNA demethylation is mediated by the Ten-Eleven-Translocation (TETs) enzymes including TET1, TET2, and TET3. Methylated 5 mC is repeatedly oxidized to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5 fC), and 5-carboxycytosine (5caC) by TETs, and the existing methylated markers are removed by the base excision repair (BER) pathway.

In this study, we found that tumor-derived MDSCs (T-MDSCs) had a stronger immunosuppressive function than spleen-derived MDSCs (SP-MDSCs) in a subcutaneous lung cancer model. After treatment with lactate *in vitro*, MDSCs function was markedly upregulated, and further transcriptome sequencing results revealed that SGK1 was necessary for MDSCs to maintain their function. Mechanistically, we found that lactate downregulates the DNA methylation level of SGK1 via TET2. These findings suggest a novel mechanism by which lactate enhances the immunosuppressive function of MDSCs through TET2-mediated SGK1 demethylation, which may be a promising approach for tumor therapy.

## 2 Materials and methods

### 2.1 Cell and animal model

Lewis lung carcinoma cells (LCC) were preserved in our laboratory, 6–8 weeks old C57BL/6 mice were purchased from the Experimental Animal Center of Jiangsu University. The cells were cultured in DMEM (Biological Industries, Israel) supplemented with 10% fetal bovine serum at 37 °C with 5% CO_2_. A total (3 × 10^6^) LCC were inoculated under the skin of the abdominal wall of the mice to construct a mouse subcutaneous lung cancer model.

### 2.2 Purification of MDSCs and CD4^+^ T cells

The spleen from tumor-bearing mice was minced into small pieces and the suspension was obtained by grinding the spleen in a sieve with a grinder. Red blood cell lysis buffer (ACK) was added to the suspension to remove red blood cells (RBCs). Tumor masses from tumor-bearing mice were minced into pieces, digested in RPMI-1640 (Biological Industries, Israel) containing 0.5 mg/mL collagenase, hyaluronidase and DNase I (Sigma-Aldrich, St. Louis, MO) at 37 °C for 2 h. To obtain high-purity CD11b^+^ Gr1^+^ cells, Mouse MDSCs isolation kit (Miltenyi Biotec, Auburn, CA) was used according to the manufacturer’s instructions. Murine CD4^+^ T cells were isolated from the spleens of wild-type C57BL/6 mice using a Mouse CD4^+^ T cell Isolation Kit (Miltenyi Biotec, Auburn, CA, United States of America). The purity of MDSCs and CD4^+^ T cells was determined by flow cytometry (FCM).

### 2.3 RNA sequencing and differential gene expression analysis

The spleen-derived MDSCs from wild-type mice were sorted using immunomagnetic beads *in vitro* and divided into three groups according to different treatment factors: control group (group C), pH 6.7 group (Concentrated hydrochloric acid was added to the cell culture medium to adjust the pH to 6.7, group 6_7), and lactate treatment group (group L). Group 6_7 was used to exclude the effects of the acidic environment. Total RNA was extracted from cells for whole-genome transcription detection (Commissioned by Shengong Bioengineering Shanghai Co., LTD., Contract No. MRNA190213NJ). Bioinformatics analysis was performed on the sequencing results, including analysis of differentially expressed genes and KEGG database analysis.

### 2.4 Western blot analysis

Cell and tissue lysates were separated by SDS-PAGE, transferred to nitrocellulose or polyvinylidene difluoride (PVDF) membranes (Bio-Rad, Hercules, CA, United States of America), and blotted with primary antibodies overnight at 4 °C, followed by incubation with secondary HRP-conjugated antibodies. Immunoblots were visualized using the LAS4000 Chemiluminescence gel imaging and analysis system (Champion Chemical, Whittier, CA, United States of America). The following antibodies were used: monoclonal antibodies specific for SGK1 and TET2 were purchased from Abcam (Cambridge, United Kingdom), and monoclonal antibodies specific for ββ-actin were obtained from Cell Signaling Technology (Beverly, MA, United States of America).

### 2.5 Reverse transcription-polymerase chain reaction (RT-PCR)

Total RNA from cultured or sorted cells was purified using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, United States of America) and reverse-transcribed into cDNA using the SuperScript VILO cDNA Synthesis Kit (Thermo Fisher Scientific). The KAPA SYBR FAST qPCR Kit (Kapa Biosystems, Wilmington, MA, United States of America) and the corresponding primer sets were used for qRT-PCR analysis using the Bio-Rad CFX96 Real-time System (Bio-Rad, Hercules, CA, United States of America). The relative expression was normalized to that of β-actin and calculated using the 2^−ΔΔCT^ method.

SGK1-F:5′- GGCTAGGCACAAGGCAGAAGAAG-3′

SGK1-R:5′- GCGGTCTGGAATGAGAAGTGAAGG-3′

HK2-F:5′- ATGCGGCTCTCTGATGAAAT-3′

HK2-R:5′- GACAAAGGTTGGCAGCATCT-3′

PKM2-F:5′-GGGAGCCACTCTCAAAATCA-3′

PKM2-R:5′-ACCTTTTCTGCTTCACCTGGA-3′

PFK-F:5′- GCCTGAAAGCTGCCTGTAAC-3′

PFK-R:5′- AGAAGTCCGCTCCACTCCTT-3′

GLUT1-F:5′-AAACATGGAACCACCGCTAC-3′

GLUT1-R:5′-AACAAAGAGGCCGACAGAGA-3′

LDHA-F:5′-GAGGTTCACAAGCAGGTGGT-3′

LDHA-R:5′-ACCCGCCTAAGGTTCTTCAT-3′

HIF1-α-F:5′- AGCCCTAGATGGCTTTGTGA-3′

HIF1-α-R:5′- TATCGAGGCTGTGTCGACTG-3′

MCT1-F:5′-AAACATGGAACCACCGCTAC-3′

MCT1-R:5′-AACAAAGAGGCCGACAGAGA-3′

MCT4-F:5′-GAGGTTCACAAGCAGGTGGT-3′

MCT4-R:5′-ACCCGCCTAAGGTTCTTCAT-3.

DNMT3A-F:5′- GATGATCGAAAGGAAGGAGAGG-3′

DNMT3A-R:5′- TTCTCCAAGTCTCCATTGGGTA-3′

DNMT3B-F:5′-GCTCTTCTTCGAGTTTTACCAC -3′

DNMT3B-R:5′-ATCATTCTTTGAAGCCATCACG -3′

TET1-F:5′- CTAGTCCATCTGAGCAGCTAA-3′

TET1-R:5′- GGAAGCCAGTTTCTGAGAATTG -3′

TET2-F:5′- CTGCTGTTTGGGTCTGAAGGAAGG-3′

TET2-R:5′- GTTCTGCTGGTCTCTGTGGGAATG-3′

TET3-F:5′- GAACCTGACGGCACGAGCAAG-3′

TET3-R:5′- TGTGGACTGTGGAGACGGATGG-3′

β-actin-F:5′- GTGCTATGTTGCTGCTCTAGACTTCG-3′

β-actin-R:5′- ATGCCACAGGATTCCATACC-3′

### 2.6 Detection of immunosuppressive function of MDSCs

MDSCs were co-cultured with CD4^+^ T cells derived from the spleen, which were labeled with the fluorescent dye CFSE (5 μM, Invitrogen) in 96-well round-bottomed plates in the presence of anti-CD3 mAb and anti-CD28 mAb (BioLegend, San Diego, CA, United States of America) for 72 h. The proliferative ability of CD4^+^ T cells was detected using FCM to estimate the suppressive activity of MDSCs. The co-culture cell ratio (MDSCs:CD4^+^ T cells) is 1:1.

### 2.7 Measurement of Arg-1 activity

MDSCs were lysed with an appropriate amount of RIPA buffer for 30 min and the lysate supernatant was collected after centrifugation. The QuantiChrom Arginase Assay Kit (BioAssay Systems, Hayward, CA, United States of America) was used to determine Arg-1 activity in the lysate supernatants.

### 2.8 Measurement of NO content

MDSCs were cultured in 24-well plates with RPMI 1640 medium containing 10% fetal bovine serum and transfected with siRNA for 24 h. Then, the cells were collected, centrifuged, and the supernatant was retained. The NO content in the supernatant was evaluated using the Griess Reagent System kit (Promega, Madison, WI) according to the manufacturer’s instructions.

### 2.9 Flow cytometry

Single-cell suspensions were stained with monoclonal antibodies specific for CD11b and Gr-1 (BioLegend). For the ROS production assay, DCFDA, a ROS sensitive fluorescent dye, was used in MDSCs for 30 min at 37 °C as the ROS detection probe, and the fluorescence intensity was quantified using flow cytometry. Apoptosis was assayed using the Annexin V-FITC Apoptosis Detection Kit (Invitrogen, Carlsbad, CA, United States of America) according to the manufacturer’s instructions. MDSCs were collected following incubation with lactate for 24 h, and the expression levels of CD86, MHC II, CD80, CD40, and F4/80 (eBioscience, San Diego, CA) were assessed by FCM.

### 2.10 Assays for lactate release

The concentrations of glucose and lactate in the culture medium were measured using a Glucose Test Kit (Invitrogen, Carlsbad, CA, United States of America) and lactic acid Assay Kit (Jiancheng Bioengineering, Nanjing, China) individually after collecting the supernatant of MDSCs. The supernatant was added to the reagent and the mixture was incubated for 10 min at 37 °C. Standard reagent and reagent blank were provided by the manufacturer and strictly followed the *manufacturer’s instructions*. Absorbance was quantified spectrophotometrically at 340 nm and 530 nm. Glucose uptake and lactate release were calculated using formulas provided by the manufacturer.

### 2.11 Trypan blue dying

Planted 2 × 10^6^ MDSCs in a 24-well plate, and different treatments were added to the culture system for 24 h. Cells were resuspended in PBS buffer, and 5 μL of 4% Trypan Blue staining solution was added and incubated for 3–5 min. After incubation time is reached, the cell suspension was added to a beef abalone counting plate and the cells were counted under a microscope.

### 2.12 CpG island prediction

CpG island prediction and methylation detection in the promoter region of SGK1 gene. Online CpG island prediction software (http://www.urogene.org/methprimer) was used to detect the upstream and downstream 1 kb promoter regions of the mouse SGK1 gene (https://www.ncbi.nlm.nih.gov/nuccore/NC_000076.6?from=21882184&to= 21,999,903 &report = GenBank) and found a CpG island with a length of 213 bp.

### 2.13 The methylation level of SGK1 was detected by methylation specific PCR (MSP)

Genomic DNA was extracted using the Trelief ®Animal Genomic DNA Kit (Tsingke Biotechnology, Beijing, China), according to the manufacturer’s protocol. Sodium bisulfite conversion of genomic DNA was performed using a BisulFlash™ DNA Modification Kit (Epigentek, United States of America). Bisulfite-converted genomic DNA was amplified using EpiTect Master Mix for methylation-specific PCR (MSP, Qiagen) with methylation-specific or unmethylation-specific primers. The PCR products were analyzed by electrophoresis.

Left M primer: GTCGTTCGTTTTTCGTTTAGTTC.

Right M primer: CTACGACAACGACTACAATAACTCG.

Left U primer: TTGTTTGTTTTTTGTTTAGTTTGG.

Right U primer: ACAACAACAACTACAATAACTCACC.

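The region that these 4 MSP primers amplify lies in Sgk1 on chromosome 10 of GRCm38, on the plus strand. After conversion of the annotated Sgk1 transcript sequences as bisulfite would convert them, Sgk1-204 was the only transcript to hold matches of all 4 primers, while the right M and right U primers also matched the non-coding Sgk1-211. The first exon of Sgk1-204 runs from 21882184 to 21882707. The M primers enclose 21882253 to 21882485, a product of 233 bp that begins 69 bases after the annotated start of Sgk1-204, and the U primers enclose 21882254 to 21882483, a product of 230 bp. Both products hold 17 CpG sites and end upstream of the first coding base of Sgk1-204 at 21882639, so they lie in the 5′ UTR part of this exon. The unconverted reference sequence between the outer ends of the M primers is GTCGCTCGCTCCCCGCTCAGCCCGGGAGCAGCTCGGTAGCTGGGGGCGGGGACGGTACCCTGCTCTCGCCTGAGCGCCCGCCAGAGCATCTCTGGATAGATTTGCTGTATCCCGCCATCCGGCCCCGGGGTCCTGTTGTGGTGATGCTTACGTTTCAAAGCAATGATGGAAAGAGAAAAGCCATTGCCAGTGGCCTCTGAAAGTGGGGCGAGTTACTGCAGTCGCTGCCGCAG. Sgk1 has 13 annotated transcripts in GENCODE M21, of which 9 are protein coding and start at 7 different positions. The start of Sgk1-201 at 21994666 lies 112181 bases downstream of the M product. Apart from Sgk1-204, the other protein-coding transcripts start between 45985 and 112425 bases downstream of it. The primers were searched in Sgk1 transcripts, and other sequences of the genome were not analysed here.

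**Figure D1:**
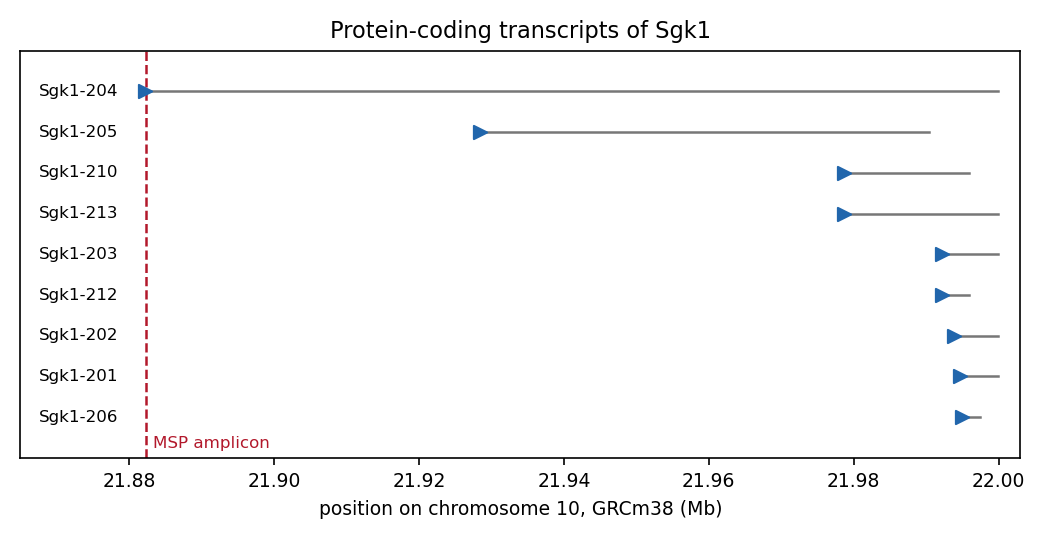
Protein-coding transcripts of Sgk1 along chromosome 10 of GRCm38, with the position in Mb on the x axis. Each line spans 1 of the 9 transcripts, the triangle marks its start, and the dashed line at the left marks the MSP product in the first exon of Sgk1-204.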

### 2.14 The methylation level of SGK1 was detected by bisulfite sequencing PCR (BSP)

Genomic DNA extraction and bisulfite treatment were performed as described for the MSP method. PCR was performed to amplify the CpG island fragment of the SGK1 promoter from the bisulfite-converted genomic DNA using BSP primers. The PCR products were then cloned and sequenced. Shengong Bioengineering Shanghai Co., Ltd. was used to analyze methylation levels.

BSP-F: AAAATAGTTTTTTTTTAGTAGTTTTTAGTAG.

BSP-R: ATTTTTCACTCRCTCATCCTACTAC.

### 2.15 Transfection of small interfering RNA

The siRNA working solution and transfection reagent working solution according to a 50 μL system per well (2 μL siRNA + Lipofectamine 2000 + 48 μL serum-free 1,640 medium), mixed, and incubated at room temperature for 10 min. The transfection reagent working solution was added to the siRNA working solution, mixed, and incubated at room temperature for 20 min. The cells were added to a 24-well plate and placed in an incubator for 4–6 h. Observed the cell status after 4–6 h, the cells were cultured in RPMI 1640 medium containing 20% FBS, 500 μL was added to each well for rehydration and culturing was continued according to the requirements of the experiment.

### 2.16 Chromatin immunoprecipitation PCR analysis

Chromatin immunoprecipitation (ChIP) assay was performed using the Simple ChIP Enzymatic Chromatin IP Kit (Magnetic Beads, Cell Signaling Technology) according to the manufacturer’s instructions. The disposed chromatin was subjected to immunoprecipitation with a normal IgG antibody (rabbit; Cell Signaling Technology, 2729S; RRID: AB_1031062, Beverly, MA) as a negative control (NC), histone H3 antibody (rabbit; Cell Signaling Technology, 4620S; RRID: AB_1904005, Beverly, MA, United States of America) as a positive control, and TET2 antibody (mouse; 21207-1-AP, Proteintech, United States of America). For ChIP-PCR, DNA samples and standards were analyzed using SimpleChIP® Universal qPCR Master Mix (#88989, Cell Signaling Technology, Beverly, MA, United States of America) on the Bio-Rad CFX96 Real-time System (Bio-Rad, Hercules, CA, United States of America).

Take the PIC and 10×ChIP solution from the ChIP detection kit at −80 °C refrigerator and preheat to prepare 3 mL of low-salt washing solution (300 μL of 10×ChIP buffer + 2.7 mL of double-distilled water). Prepare 1 mL of high-salt washing solution (100 μL of 10×ChIP buffer + 0.9 mL of double-distilled water + 70 μL of 5 mmol/L NaCl). After the above solutions are prepared, store them at room temperature.

For each immunoprecipitation, add 400 μL of ChIP buffer. Positive controls and negative controls were set up respectively. Add 100 μL of cross-linked chromatin preparation. Take 10 μL of chromatin preparation into a new 1.5 mL centrifuge tube and use it as an additional 2% input sample. Add TET2 ChIP antibody. 10 μL of H3 positive control antibody was added to the positive group. In the negative group, 1 μL (1 µg) to 2 μL (2 µg) of rabbit IgG negative control antibodies were added. Incubate overnight in a 4 °C refrigerator. Add 30 μL of Protein G Magnetic Beads to each tube and incubate by rotation in a 4 °C refrigerator for 2 h. Transfer the reactants to a test tube and place it in a small magnetic separation rack to ensure that all the magnetic beads are adsorbed and aggregated. Carefully discard the clear supernatant after several minutes. Add 1 mL of low-salt washing solution to the test tube and repeat twice. Add 1 mL of high-salt washing solution to the test tube to wash the precipitate and incubate for 5 min. Place the test tube in a small magnetic separation rack to ensure that all the magnetic beads are adsorbed and aggregated. Carefully discard the clear supernatant after several minutes.

### 2.17 Statistical analysis

The experimental data are expressed as the mean ± SEM. Student’s t-test and ANOVA were used to determine the statistical differences. The differences at p < 0.05 were considered statistically significant.

## 3 Results

### 3.1 Tumor-derived MDSCs (T-MDSCs) have stronger immunosuppressive function than spleen-derived MDSCs (SP-MDSCs) of mouse subcutaneous lung cancer model

In the middle and late stages of the tumor, a large number of MDSCs accumulate in the tumor tissue (Ma et al., 2018). We were curious about the differences between MDSCs from different tissues, especially from the spleen and tumors. Therefore, we purified SP-MDSCs and T-MDSCs in a mouse lung cancer xenograft model and co-cultured them with CD4^+^ T cells (1:1) derived from the spleen of wild-type mice. The results showed that, compared to SP-MDSCs, T-MDSCs had a stronger immunosuppressive effect on the proliferation of CD4^+^ T cells (Figure 1A). To further confirm the immunosuppressive function of MDSCs, we measured the expression levels and activities of immunosuppressive effector molecules include inducible nitric oxide synthase (iNOS) (Figure 1B), and Arg-1 (Figure 1C), and reactive oxygen species (ROS) (Figure 1D). These results show that the expression level or activity of all these factors in T-MDSCs was higher than that in SP-MDSCs. Furthermore, to clarify whether these differences are due to the different tissue microenvironments, we used Lewis lung cancer cell (LCC) tumor cell-conditioned medium (TCCM) to simulate the tumor microenvironment and treated SP-MDSCs *in vitro*. The results showed that, after treatment with TCCM, the immunosuppressive function of MDSCs was significantly upregulated (Figure 1E), and iNOS and Arg-1 expression was greatly enhanced (Figures 1F,G).

**FIGURE 1:**
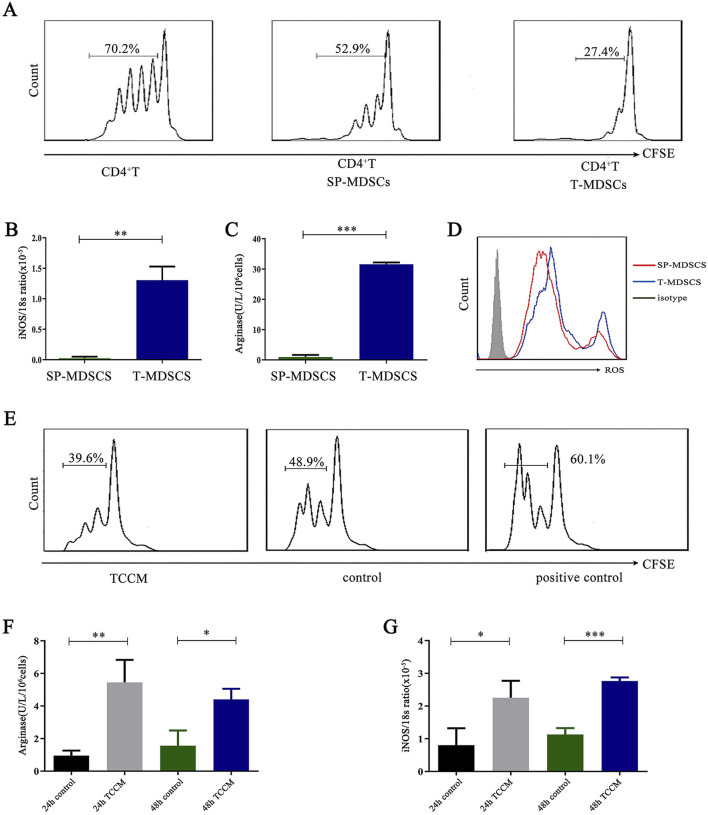
T-MDSCs have stronger immunosuppressive function than SP-MDSCs of mouse subcutaneous lung cancer model. **(A)** Approximately 1 × 10^6^ LLC cells were injected under the backs of mice by s. c. to establish mouse subcutaneous lung cancer model (n = 3 per group). SP-MDSCs from tumor-bearing mice were isolated by immunomagnetic beads from spleen and T-MDSCs were isolated by FCM from tumor tissue of mouse subcutaneous lung cancer model. CFSE-labeled CD4^+^ T cells were co-cultured with SP-MDSCs and T-MDSCs in the presence of CD3 and CD28 stimulation respectively, the co-culture cell ratio (MDSCs:CD4^+^ T cells) is 1:1 (n = 3 per group). After 72 h, the proliferation of CD4^+^ T cells was detected by FCM. **(B)** The expression level of iNOS was detected by a Griess reagent system kit (n = 3 per group). **(C)** The activity of Arg-1 was detected by a QuantiChrom arginase assay kit (n = 3 per group). **(D)** The expression level of ROS was detected by FCM (n = 3 per group). **(E)** The proliferation of CD4^+^ T cells was detected by FCM after MDSCs were treated by TCCM. After 72 h, the proliferation of CD4^+^ T cells was detected by FCM (n = 3 per group). **(F,G)** The activity of Arg-1 was measured by a QuantiChrom arginase assay kit, and the concentration of NO was determined by a Griess reagent system kit after MDSCs were treated by TCCM for 24 h and 48 h respectively (n = 3 per group). The results are presented as means ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001. T-MDSCs: MDSCs derived from the tumor tissue of mouse subcutaneous lung cancer model. SP-MDSCs: MDSCs derived from the spleens of mouse subcutaneous lung cancer model. TCCM: Tumor cell conditioned medium.

There is a complex correlation between cell metabolic state and biological function. It is worth mentioning here that the differences between T-MDSCs and SP-MDSCs are not only the immunosuppressive function but also the level of glycolysis. The results showed that compared with SP-MDSCs, the expression level of hexokinase 2 (HK2), phosphofructokinase (PFK) and lactate dehydrogenase A (LDHA) were significantly upregulated in T-MDSCs (Supplementary Figure S1A). Concurrently, glycolytic pathway-related proteins, including glucose transporter 1 (GLUT1) and hypoxia-inducible factor-1 (HIF-1), were more abundant in T-MDSCs (Supplementary Figure S1B). Similarly, we used TCCM to simulate the TME and treat SP-MDSCs *in vitro*. The results showed that MDSCs absorbed more glucose and released more lactate after treatment with TCCM (Supplementary Figure S1C, S1D). MDSCs expressed higher mRNA levels of glycolytic pathway-related molecules, including LDHA, GLUT1, and HIF-1 (Supplementary Figure S1E).

In conclusion, T-MDSCs have a stronger immunosuppressive function than SP-MDSCs because of the TME. Then, we tend to identify what kind of the factor in the TME would regulate the immunosuppressive function of MDSCs.

### 3.2 Lactate enhances the immunosuppressive function of MDSCs

The TME has very complex components, including a variety of metabolites, the most noteworthy of which is lactate, which is mainly secreted by tumor cells and accumulates in large quantities in the TME (Wang et al., 2023). To further reveal the mechanism that mediates the immunosuppressive function of MDSCs, we treated SP-MDSCs from wild-type mice with lactate (10 μM) for 24 h and then co-cultured them with CD4^+^ T cells for 72 h. Results showed that the proliferation of CD4^+^ T cells was obviously decreased, which meant that the immunosuppressive function of MDSCs was significantly increased (Figure 2A). Consistently, the secretion of immunosuppressive effector molecules such as ROS, Arg-1, and iNOS was significantly increased (Figures 2B–D).

**FIGURE 2:**
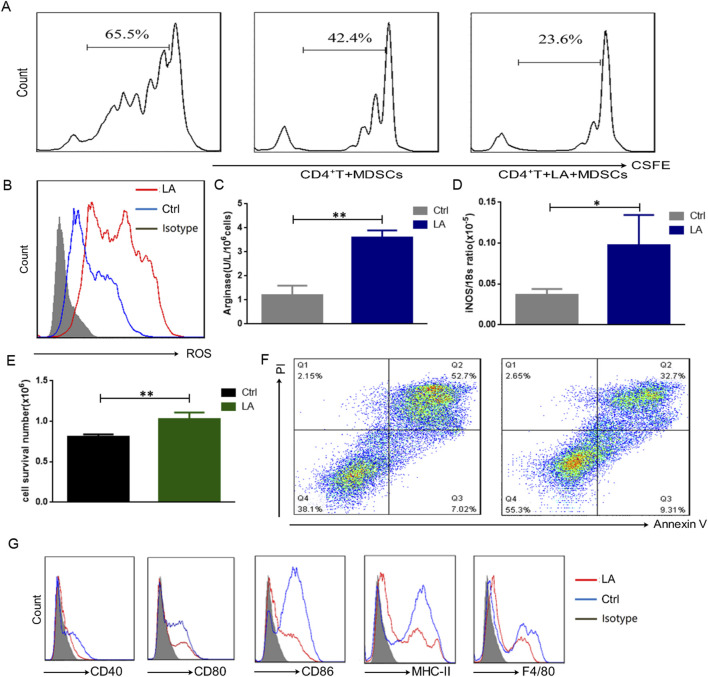
Lactate enhances the immunosuppressive function of MDSCs. **(A)** The immunosuppressive functions of MDSCs from wild-type mice were tested by the proliferating of CFSE-labeled CD4^+^ T cells, which was measured by FCM after 72 h (n = 3 per group). **(B)** The expression level of ROS was detected by FCM after treatment by lactate (10 μM) for 24 h (n = 3 per group). **(C)** The activity of Arg-1 was measured by a QuantiChrom arginase assay kit after treatment by lactate (10 μM) for 24 h (n = 3 per group). **(D)** The concentration of NO was determined by a Griess reagent system kit after treatment by lactate (10 μM) for 24 h (n = 3 per group). **(E)** The survival cells were counted by the trypan blue analysis (n = 3 per group). **(F)** Apoptosis of MDSCs was detected by FCM after treatment by lactate (10 μM) for 24 h (n = 3 per group). **(G)** The surface markers of MDSCs were detected by FCM (n = 3 per group). The results are presented as means ± SEM, *p < 0.05, **p < 0.01. LA: lactate, LA + MDSCs: SP-MDSCs was treated by lactate for 24 h.

Furthermore, the expression of key molecules involved in the glycolytic pathway, including HK, PFK, and LDHA, was significantly increased after treatment with lactate (Supplementary Figure S2A). Concurrently, glycolytic pathway-related proteins, including GLUT1 and HIF-1, were upregulated (Supplementary Figure S2B). MDSCs could take up more glucose and release more lactate (Supplementary Figure S2C, S2D), indicating that lactate could also upregulate glycolysis in MDSCs.

We were curious whether the enhancement of glycolysis contributed to the increased immunosuppressive function of MDSCs. We used 2-deoxy-D-glucose (2-DG) to block the glycolysis pathway in MDSCs before functional detection. The results showed that the expression of key molecules in the glycolytic pathway, including HK, PFK, and LDHA, was significantly decreased after 2-DG treatment (Supplementary Figure S3A). Concurrently, glycolytic pathway-related proteins, including GLUT1 and HIF-1, were also decreased (Supplementary Figure S3B), accompanied by reduced glucose uptake and lactate production (Extended Data Figures 3C,D). Consistent with these expectations, the activity of Arg-1 (Supplementary Figure S3E), and iNOS expression (Supplementary Figure S3F) were significantly reduced after the addition of 2-DG, suggesting that the immunosuppressive function of MDSCs was inhibited.

**FIGURE 3:**
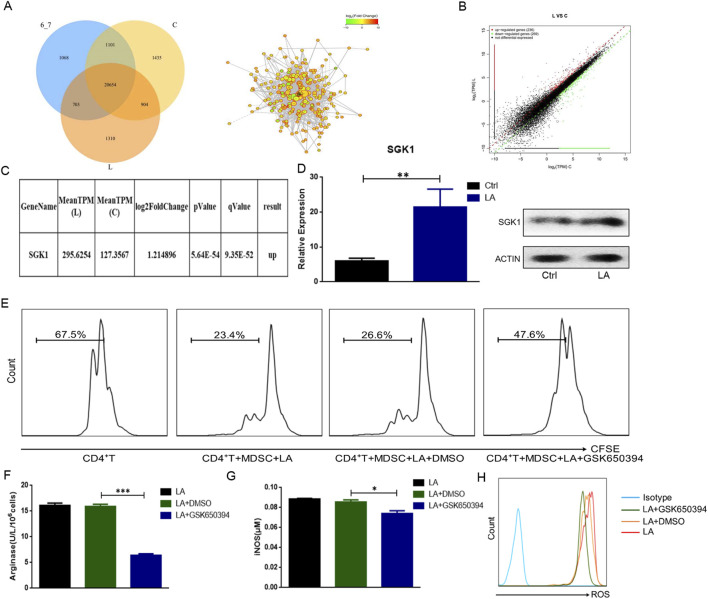
Lactate enhances the immunosuppressive function of MDSCs by regulating SGK1. **(A)** Differentially expressed genes were screened by transcriptome sequencing. The protein-protein interaction network analyzed in String data base. Venn diagram showed the number of co-expressed genes in the three groups. **(B)** The difference of gene expression between group L and group C was shown in scatter plot. **(C)** Whole genome transcriptional sequencing showed that compared with group C the expression of SGK1 was significantly increased after treatment of lactate. **(D)** The expression level of SGK1 was verified by qRT-PCR and Western blot respectively. **(E)** The proliferation of CD4^+^ T cells was detected by FCM after adding GSK690394 (10 μM) to the culture system for 24 h (n = 3 per group). **(F)** The activity of Arg-1 was measured by a QuantiChrom arginase assay kit (n = 3 per group). **(G)** The concentration of NO was determined by a Griess reagent system kit (n = 3 per group). **(H)** The expression level of ROS was detected by FCM (n = 3 per group). The results are presented as means ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001. Two-tailed Student’s t-test was used for two-group comparisons, and one-way ANOVA with an LSD post hoc test was used for multi-group comparisons. LA: lactate, GSK690394: an inhibitor of SGK1. Group **(C)** control group, group L: lactate treatment group.

In addition, Trypan blue dye analysis showed that the survival rate of MDSCs was significantly increased (Figure 2E), and apoptosis test results revealed that the apoptosis rate of MDSCs decreased significantly in the presence of lactate (Figure 2F). Interestingly, after treatment with lactate for 24 h, the expression of surface markers of SP-MDSCs, such as CD40, CD80, CD86, MHC-II, and F4/80 decreased, indicating that lactate could maintain MDSCs in an immature state and promote their survival (Figure 2G).

Taken together, these data raise the possibility that the TME contributes to the function, glycolysis, maturity, and survival of MDSCs, and that this contribution is associated with a large amount of lactate in the TME.

### 3.3 Lactate regulates the function of MDSCs by up-regulating SGK1

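The sequencing data cover SP-MDSCs, the CD11b+ Gr1+ suppressive myeloid cells isolated from mouse spleen with immunomagnetic beads, in 3 groups of 2 mRNA libraries each. Group C was the control, group 6_7 was cultured in medium brought to pH 6.7 with hydrochloric acid, and group L was treated with lactate. The sample labels call the treatment of group L lactic acid, and its pH is not given in the sources used here. The treatments lasted 24 h according to the description deposited with the data, and the paper's text does not give the lactate dose of the sequenced cultures. The methods describe the donor mice as wild-type, whereas the results and the deposited title describe tumor-bearing mice. No source used here says that the 2 libraries of a group came from separate mice or cultures, so the p-values measure the spread between these libraries, which may be technical. The authors deposited TPM, values of transcript abundance scaled to the same total in each library, for 51826 Ensembl gene IDs. TPM keeps no read depth, so the number of reads behind a value is unknown. The submitters' processing notes name the genome build GRCm38 (mm10), and the aligner, the quantifier and the use of strand are not given in the sources used here. From these values, log2(TPM + 1) was computed for the 14584 genes with at least 1 TPM in at least 2 libraries. The 3 groups were fitted together in limma with an intensity trend, and genes were called at a Benjamini-Hochberg adjusted p under 0.05 with no fold threshold. A fold change is therefore on the log2(TPM + 1) scale, which understates the change of genes with low values. For a single gene, an exact two-sided permutation test of 2 libraries against 2 cannot give a p below 0.333, so each call rests on the spread that limma shares across genes. The comparisons, the rule for naming genes and 36 gene lists were set before the data were examined. Library 6_7 replicate 1 lay apart from the others, at 36.65 on the second principal component against −16.9 to 8.42 for the other 5 libraries.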

To clarify which genes are involved in regulating the function of MDSCs by lactate, SP-MDSCs from tumor-bearing mice were sorted using immunomagnetic beads *in vitro* and divided into three groups according to different treatment factors: control group (group C), pH 6.7 group (Concentrated hydrochloric acid was added to the cell culture medium to adjust the pH to 6.7) (group 6_7), and lactate treatment group (group L). 

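SP-MDSCs of the 3 groups expressed largely overlapping sets of genes. A gene was counted in a group when its TPM was above 0 in at least 1 of the group's 2 libraries, and 27175 genes met this in at least 1 group. Each library held between 21110 and 22250 genes above 0. Fth1, the heavy chain of the iron store ferritin, had the highest value in every library, with 5.62% to 7.28% of all TPM. By this rule 20654 genes were present in all 3 groups, and their median over the means of the libraries was 4.92 TPM. Groups C and L shared 904 further genes that were at 0 in group 6_7, which gives 21558 genes for this pair. Groups C and 6_7 shared 1101 genes that were at 0 in group L, and groups L and 6_7 shared 703 that were at 0 in group C. With a mean of at least 1 TPM required in a group, 13080 genes were present in all 3 groups and 13265 in groups C and L. These are counts of genes without a test.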

The results of whole-genome transcription sequencing showed that the number of genes co-expressed in these three groups was 20,654, co-expressed in group C and group L was 21,558. The number of genes specifically expressed in group L was 1,310 (Figure 3A). 

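The genes found in group L alone had low values. Of the 1310 genes, 152 were above 0 in both lactate libraries and 1158 in only 1 of them, and their median mean was 0.0473 TPM. Only 4 reached a mean of 1 TPM, the highest mean was 3.11 TPM, and 415 of the genes were protein coding. Among the protein-coding genes above 0 in both libraries, Btnl1, a butyrophilin-like gene, had 0.428 and 0.997 TPM and Defb40, a beta-defensin gene, had 0.683 and 0.654 TPM; these 2 genes were chosen after their values were seen. The small nucleolar RNA gene Gm25832 had 0.701 and 1.77 TPM. By the same rule 1435 genes were found in group C alone and 1068 in group 6_7 alone. The count for group L was 705 without L replicate 1 and 757 without L replicate 2. It was 691 when a gene had to be above 0 in both libraries of a group, and 361 when a mean of at least 1 TPM was required. Under these rules a gene with lower values in groups C and 6_7 also counts as absent there. Only 152 of the 691 genes and 4 of the 361 genes are therefore among the 1310.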

Compared to group C, the expression of 505 genes in group L was significantly changed, among which 236 genes were upregulated and 269 genes were downregulated (Figure 3B).

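Of the 14584 genes tested, 577 were higher and 1009 were lower in group L than in group C, 1586 in all, at an adjusted p under 0.05 from limma. Fn1, which encodes the matrix protein fibronectin, rose from 8.13 ± 0.941 TPM (SD, n = 2) in group C to 160.2 ± 22.7 TPM (SD, n = 2) in group L. Its log2 fold change was 4.14 (standard error 0.14, adjusted p = 1.01e-04 from limma). Fstl1, a secreted follistatin-like protein, had a log2 fold change of 3.38 and Hamp, which encodes the iron hormone hepcidin, one of 3.06. The genes of the cytokines G-CSF (Csf3) and LIF (Lif) rose by 2.78 and 2.72, the Fc receptor-like gene Fcrlb by 2.65 and the arginine transporter gene Slc7a2 by 2.59 on the log2 scale. The largest fall was that of Gzmb, which encodes granzyme B, from 132 ± 2.10 TPM (SD, n = 2) in group C to 2.07 ± 0.220 TPM (SD, n = 2) in group L. Its log2 fold change was −5.44 (standard error 0.11, adjusted p = 2.00e-05 from limma). The other cytotoxic granule genes Gzma and Prf1 had log2 fold changes of −4.36 and −3.98. C1qa, C1qb and C1qc, the chains of complement C1q, had log2 fold changes of −3.89, −4.05 and −4.12. The chemokine genes Ccl8 and Ccl12, paralogs that could share reads, had −4.99 and −3.97, and Serpina3f and Iigp1, members of multigene families with the same limit, had −3.90 and −3.83. H1fx, Schip1 and Snord14d were also among the largest rises, but each overlaps exons of another annotated gene, Gm5577, Iqschfp and Hspa8 respectively, so it is open which gene their reads came from. H1fx was listed at 0 in both control libraries and at 37.4 and 29.8 TPM in the lactate libraries, and Schip1 and Snord14d had log2 fold changes of 5.12 and 3.00. When libraries were rescaled, the split was 706 higher and 731 lower by a trimmed mean of log ratios and 714 higher and 753 lower by quantile normalization, against 36.4% higher without rescaling. The count of changed genes was 302 without C replicate 1, 306 without C replicate 2, 511 without L replicate 1, 302 without L replicate 2, 2698 without 6_7 replicate 1 and 2681 without 6_7 replicate 2. Of the 20 genes named here, Lif lost its call without L replicate 2. None of the other 19 lost its call in a fit without 1 library, but a gene below the filter in such a fit was not tested there.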

We analyzed the results and found that the expression of SGK1 was significantly higher in group L than in group C (Figure 3C). 

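Sgk1 (ENSMUSG00000019970), which encodes a serine/threonine kinase related to AKT, was more than doubled in lactate-treated SP-MDSCs. Its value was 127 ± 8.42 TPM (SD, n = 2) in group C, 136 ± 27.9 TPM (SD, n = 2) in group 6_7 and 296 ± 27.3 TPM (SD, n = 2) in group L. The ratio of the mean TPM was 2.32 for group L to group C and 2.18 for group L to group 6_7. The lactate libraries had 315 and 276 TPM, the control libraries 121 and 133 TPM and the libraries at pH 6.7 had 116 and 155 TPM. The log2 fold change of Sgk1 in group L against group C was 1.21 (standard error 0.16, adjusted p = 0.00742 from limma). Against group 6_7 it was 1.13 (standard error 0.16, adjusted p = 0.0101 from limma). Group 6_7 and group C differed by a log2 fold change of 0.08 (standard error 0.16, adjusted p = 0.922 from limma), which did not pass the test. By size of the log2 fold change, Sgk1 ranked 166 among the 577 genes that were higher in group L than in group C. The gene lies on chromosome 10 of GRCm38 from 21882184 to 21999903 on the plus strand. Its TPM was deposited for the gene as a whole and does not tell its transcripts apart. The call against group C did not pass without C replicate 1 (adjusted p = 0.0644 from limma), without L replicate 1 (adjusted p = 0.0608) or without L replicate 2 (adjusted p = 0.0567), and the call against group 6_7 did not pass without L replicate 1 (adjusted p = 0.0730 from limma) or without L replicate 2 (adjusted p = 0.0712). Group 6_7 was included in the paper's design to exclude the effects of acidity. The paper starts from the higher SGK1 in group L than in group C (Fig. 3C), follows it up by qRT-PCR, Western blotting and an SGK1 inhibitor, and on all of these puts SGK1 forward as a key gene in how lactate acts on MDSCs.

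**Figure D2:**
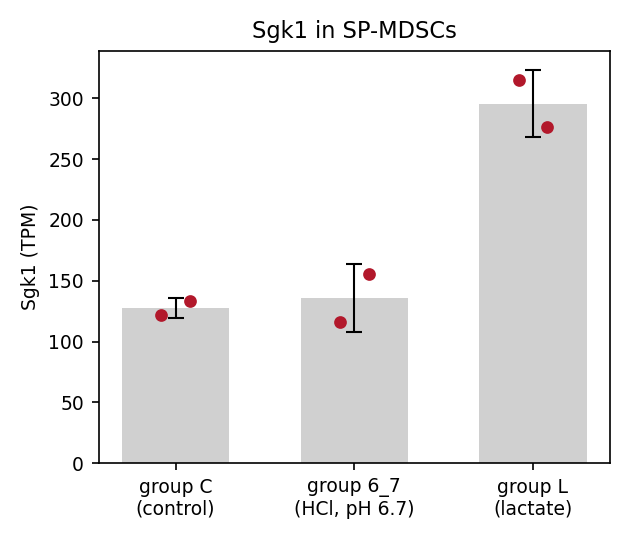
Sgk1 in SP-MDSCs, with TPM on the y axis and the 3 groups on the x axis. Bars are means, error bars are the SD of 2 libraries and points are single libraries; both lactate libraries, at 276 and 315 TPM, lie above all 4 others, the highest of which is at 155 TPM.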

To confirm the sequencing results, SP-MDSCs were isolated and treated with lactate, and SGK1 expression was verified using qRT-PCR and Western blotting (Figure 3D). These results were consistent with the transcriptional sequencing results, which showed with group C, both the mRNA and protein expression levels of SGK1 significantly increased after treatment with lactate. To further explore the mechanism underlying the effect of lactate on MDSC function through SGK1, we added the SGK1 inhibitor GSK650394 (10 μM) to the culture system (with lactate) for 24 h. The results of the CD4^+^ T cell proliferation test showed that compared to the control group, the immunosuppressive function of MDSCs on CD4^+^T cell proliferation was significantly downregulated after the addition of GSK650394 (Figure 3E). The activity of Arg-1 and the expression of iNOS and ROS significantly decreased (Figures 3F–H). Taken together, these *in vitro* findings suggested that SGK1 is a key gene for lactate enhancement in the immunosuppressive function of MDSCs.

### 3.4 Lactate decreases the methylation level of SGK1 in MDSCs

According to the above results, lactate enhances the immunosuppressive function of MDSCs by upregulating SGK1; however, the molecular mechanism remains unclear. DNA methylation is an epigenetic modification related to the inhibition of gene transcription. SGK1 expression is regulated by DNA methylation in a variety of cells. To investigate the potential regulation of SGK1 by DNA methylation in MDSCs, the SGK1 promoter region sequence was retrieved from GenBank (https://www.ncbi.nlm.nih.gov/nuccore/NC_ 000076.6. from=21882184&to=21999903&report= GenBank) and its methylation sites were predicted using MethPrimer (https://www.ncbi.nlm.nih.gov/nuccore/NC_ 000076.6. from=21882184 &to=21999903 &report= GenBank), and the methylation site of this region was predicted using the website (http://www.urogene.org/methprimer).

The prediction results showed that the CpG islands had multiple methylation sites, indicating that SGK1 could be regulated by DNA methylation (Figure 4A). Next, we performed bisulfite sequencing PCR (BSP) to analyze the methylation level of SGK1. Three groups were established: the control group (Ctrl), pH 6.7 acid treatment group (pH 6.7), and lactate treatment group (LA). SP-MDSCs were sorted using immunomagnetic beads *in vitro*, and the total DNA of each group was extracted and subjected to sodium bisulfite conversion treatment. The BSP primers were designed using the website (http://www.urogene.org/methprimer) and the target fragment was amplified. The PCR-amplified products were cloned and sequenced to analyze the degree of methylation. The results showed that compared to the pH 6.7 group, the methylation level of SGK1 in the LA group was significantly decreased (Figure 4B), suggesting that lactate could reduce the DNA methylation levels of SGK1 CpG islands.

**FIGURE 4:**
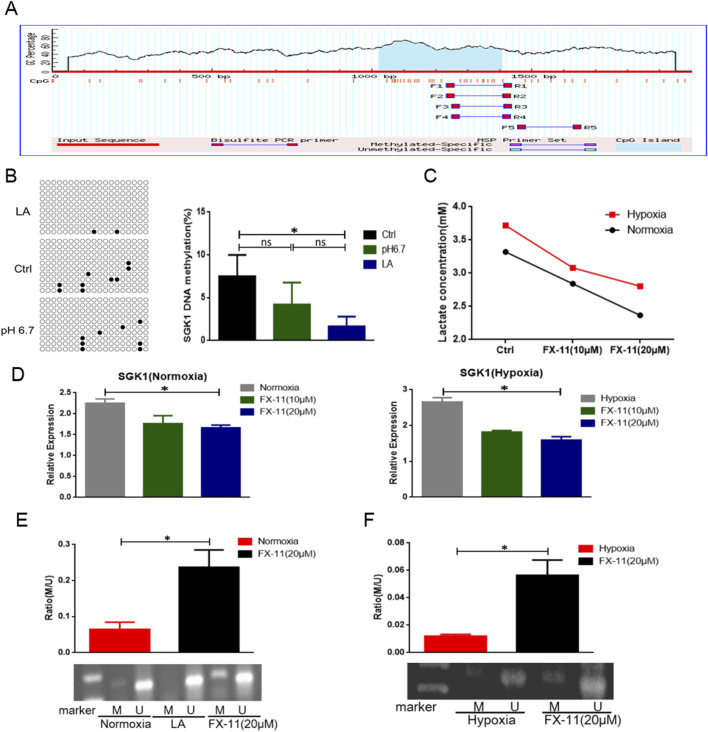
Lactate mediated demethylation of SGK1. **(A)** CpG islands of DNA methylation were found in SGK1 promoter region and the nucleotide sequence of methylated CpG islands. **(B)** DNA methylation level of SGK1 transcription initiation region was detected by BSP. **(C)** Intracellular lactate concentration was measured by lactate testing kit. **(D)** The expression level of SGK1 was tested by qRT-PCR after adding different concentration of FX-11 (10 μM, 20 μM) under both normoxia and hypoxia (n = 3 per group). **(E)** Detection of SGK1 methylation by MSP under normoxia after adding FX-11 (20 μM) (n = 3 per group). U, unmethylated; M, methylated. **(F)** Detection of SGK1 methylation by MSP under hypoxia after adding FX-11 (20 μM) (n = 3 per group). The results are presented as means ± SEM, *p < 0.05, ***p < 0.001. NS: not significant. Two-tailed Student’s t-test was used for two-group comparisons, and one-way ANOVA with an LSD post hoc test was used for multi-group comparisons. FX-11: an inhibitor of LDHA.

To further confirm that lactate regulate the methylation level of SGK1, SP-MDSCs from wild-type mice were cultured under normoxic and hypoxic conditions. The LDHA inhibitor FX-11 (20 μM) was added to the culture system to inhibit lactate formation and the concentration of intracellular lactate was determined. As shown in Figure 4C, lactate production was significantly reduced by the addition of FX-11 and exhibited a concentration-dependent effect. qRT-PCR assay results showed that the mRNA level of SGK1 was significantly decreased under both normoxic and hypoxic conditions (Figure 4D). Methylation-specific PCR (MSP) assays showed that the methylation level of SGK1 was upregulated under both normoxic and hypoxic conditions after treatment with FX-11 (Figures 4E,F). Thus, lactate is involved in the regulation of SGK1 CpG island methylation levels.

### 3.5 TET2 mediates the demethylation of SGK1

The regulation of DNA methylation is primarily mediated by methylase, DNMTs, and demethylase, TETs. To explore whether DNMTs and TETs are involved in the lactate-mediated SGK1 demethylation process, we used qRT-PCR to detect the mRNA expression of DNMTs and TETs after the treatment of SP-MDSCs from wild-type mice with lactate. The results showed that the expression levels of DNMT3A and DNMT3B did not change significantly (Figure 5A). However, compared with TET1 and TET3, TET2 was not only highly expressed in SP-MDSCs, but also increased significantly after treatment with lactate (Figures 5B,C).

**FIGURE 5:**
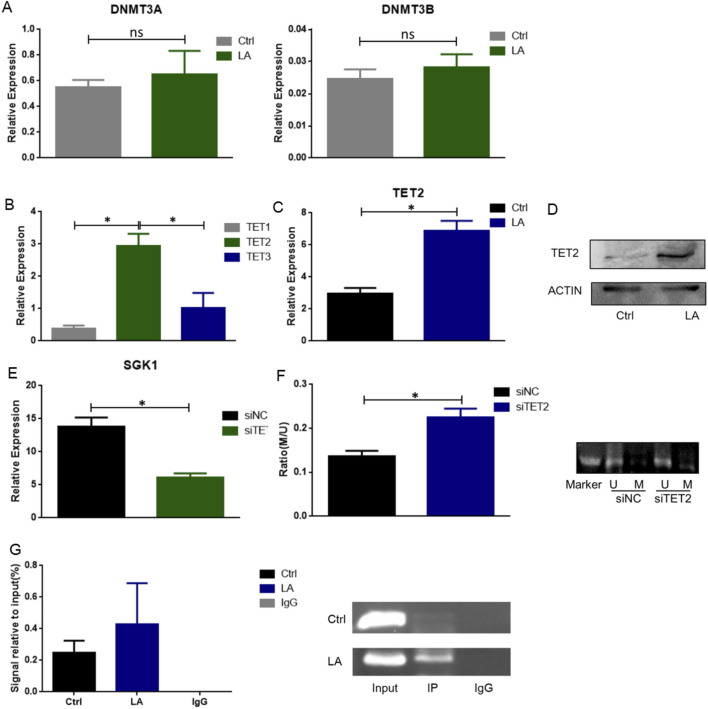
TET2 is involved in mediating SGK1 demethylation. **(A)** The expression level of DNMT3A and DNMT3B in MDSCs from wild-type mice was detected after lactate (10 μM) treatment by qRT-PCR (n = 3 per group). **(B)** The expression level of TET1, TET2 and TET3 in MDSCs from wild-type mice was detected by qRT-PCR. **(C)** The expression level of TET2 after lactate treatment was detected by qRT-PCR (n = 3 per group). **(D)** The expression level of TET2 after lactate treatment was detected by Western blot (n = 3 per group). **(E)** SiTET2 transfection efficiency was verified by qRT-PCR (n = 3 per group). **(F)** The DNA methylation level of SGK1 after siTET2 transfection was measured by MSP (n = 3 per group); U, unmethylated; M, methylated. **(G)** The binding of TET2 and SGK1 was detected by ChIP-qPCR. The results are presented as means ± SEM, *p < 0.05. NS, not significant. Two-tailed Student’s t-test was used for two-group comparisons. LA: lactate. SiNC: siRNA Control; siTET2: siRNA-TET2.

To further confirm whether TET2 plays an important role in lactate-regulated demethylation of SGK1, SP-MDSCs were sorted *in vitro* and siRNA-TET2 (siTET2) was added after lactate treatment. qRT-PCR assay results showed that siTET2 effectively downregulated the mRNA expression level of SGK1 in MDSCs (Figure 5D), and the MSP results showed that the level of SGK1 DNA methylation was significantly increased after siTET2 transfection (Figure 5E). Consistently, ChIP-qPCR analysis of MDSCs showed that TET2 directly binds to the transcription initiation region of SGK1 and mediates demethylation of SGK1, which is further enhanced after treatment with lactate (Figure 5F).

### 3.6 TET2-mediated demethylation of SGK1 alleviates tumor development by decreasing the function of MDSCs

Next, we explored the therapeutic potential of targeting the demethylation SGK1 in the immunosuppressive function of MDSCs in a mouse subcutaneous lung cancer model. After treatment with siTET2, the immunosuppressive effect of MDSCs on CD4^+^ T cell proliferation was significantly downregulated (Figure 6A). Consistently, the activity of Arg-1 and expression of iNOS were significantly decreased (Figures 6B,C), indicating that TET2-mediated SGK1 demethylation was involved in the regulation of the immunosuppressive function of MDSCs *in vitro*.

**FIGURE 6:**
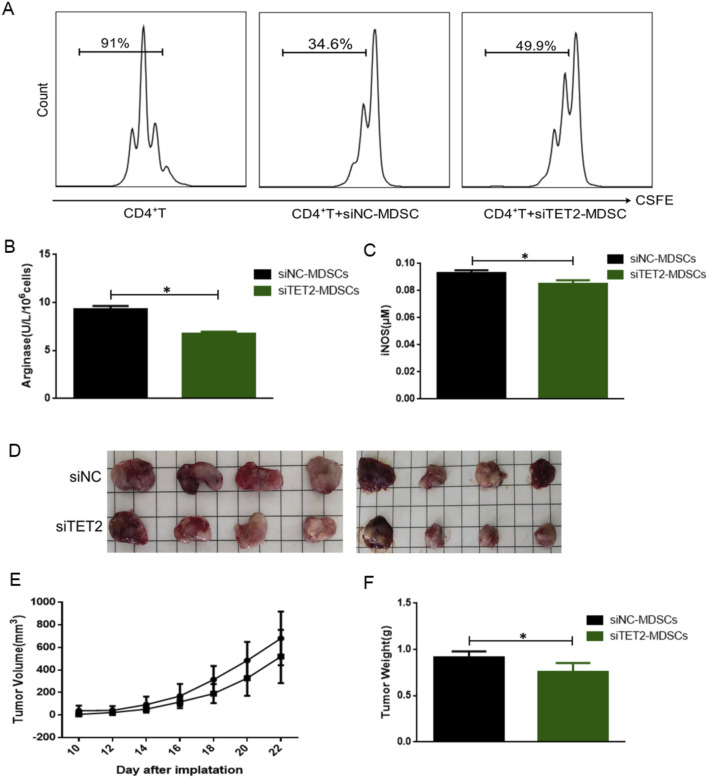
Effects of TET2-mediated SGK1 demethylation on the immunosuppressive function of MDSCs in vitro and in vivo. **(A)** The immunosuppressive function of MDSCs from wild-type mice on CD4^+^T cells after siTET2 transfection was detected by FCM (n = 3 per group). **(B)** The activity of Arg-1 was measured by a QuantiChrom arginase assay kit after siTET2 transfection (n = 3 per group). **(C)** The concentration of NO was determined by a Griess reagent system kit after siTET2 transfection (n = 3 per group). **(D)** Comparison of tumor size between siNC-MDSCs group and siTET2-MDSCs group (n = 3 per group). **(E)** The growth curve of the tumor of siNC-MDSCs group and siTET2-MDSCs group (n = 3 per group). **(F)** The weight of the tumor of siNC-MDSCs group and siTET2-MDSCs group (n = 4 per group). The results are presented as means ± SEM, *p < 0.05. Two-tailed Student’s t-test was used for two-group comparisons. SiNC-MDSCs: MDSCs transfected with siRNA Control; siTET2-MDSCs: MDSCs transfected with siRNA-TET2.

To further investigate the effect of TET2-mediated SGK1 demethylation *in vivo*, we constructed a mouse subcutaneous lung cancer model and randomly divided the mice into two groups: siNC-MDSC (MDSCs transfected with siNC) and siTET2-MDSCs (MDSCs transfected with siTET2-MDSCs). MDSCs transfected with siNC/siTET2 and mouse LCC were injected subcutaneously at a ratio of 1:1, and the tumor was observed every 2 days. The long and short diameters of the tumors were measured with a Vernier caliper, tumor volume was calculated, and a growth curve was drawn. Compared with the siNC-MDSCs group, the tumor size of the siTET2-MDSCs group was reduced, and the tumor volume was decreased in the siTET2-MDSCs group (Figures 6D,E), suggesting that interfering with the expression of TET2 in MDSCs could delay tumor growth. Tumor nodules were stripped when the mice were euthanized. The weight of the tumor nodules was also greatly decreased in the siTET2-MDSCs group (Figure 6F). Collectively, our data show that compared to normal conditions, tumor cells in the TME produce a large amount of lactate through aerobic glycolysis. Lactate upregulates the expression of TET2, promotes the binding of TET2 to the CpG island of SGK1, and mediates SGK1 demethylation SGK1 demethylation leads to a significant upregulation of SGK1 expression, which participates in the regulation of immunosuppressive function and glucose metabolism in MDSCs.

## 4 Discussion

A substantial body of evidence indicates that MDSCs accumulate and exhibit abnormal immunosuppressive functions in the TME that play an important role in promoting cancer progression of cancer (Gabrilovich et al., 2012). Targeting MDSCs and reversing the immunosuppressive state of the TME are key for enhancing the effects of tumor immunotherapy. First, we discovered that the function and metabolic state of MDSCs in different tissues are heterogeneous and that the immunosuppressive function of MDSCs is enhanced after migration to the tumor site (Shen et al., 2019). In the experiment *in vitro*, we used TCCM to simulate the TME, and the results showed that TCCM upregulated its immunosuppressive effect on the proliferation of CD4^+^ T cells, promoted the release of immunosuppressive molecules, and activated the glycolytic pathway of MDSCs. Overall, increasing evidence suggests that certain factors regulate MDSCs in the TME, which should be further investigated.

Tumor cells tend to generate energy via the “Warburg effect” even under aerobic conditions and are usually accompanied by a large amount of lactate during this process. In addition to fuel energy, lactate can promote the establishment of an immunosuppressive TME (Xiong et al., 2022). Whether tumor cells can reprogram the function of MDSCs through their lactate metabolite in the TME and the specific regulatory mechanism remain unclear. In our study, we found that after treatment with lactate, both immunosuppressive function and glucose metabolism levels of MDSCs were significantly increased. Specifically, lactate enhances the immunosuppressive function of MDSCs by upregulating glycolytic activity, maintaining cell survival, and maintaining cells in an immature state. Based on these studies, it is natural to continue to advance the mechanistic research. Through whole transcriptome sequencing analysis, we found the expression of multiple genes between the lactate treatment group and control group, and these differentially expressed genes may be the key factors involved in the mechanism by which lactate regulates MDSCs function. 

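Of 25 inflammatory cytokine and NF-kB target genes measured in SP-MDSCs, 19 were higher in group L than in group C and 3 were lower (21 and 3 when adjusted over the list alone). The largest rises in this list were those of Lif and of the chemokine gene Ccl17, with a log2 fold change of 2.21 for the latter, while Ccl2 had −1.43 and Cxcl10, whose exons overlap Art3, had −0.93. Of 18 targets of hypoxia-inducible factor, 11 were higher and none was lower (14 and 0 when adjusted over the list alone), led by the lipid droplet gene Hilpda with 2.57 and the prolyl hydroxylase gene Egln3 with 2.51. Of 24 genes of glycolysis and lactate transport, 12 were higher and 1 was lower (14 and 2 when adjusted over the list alone). Aldoc, an aldolase, had a log2 fold change of 1.05 and Slc2a1, the glucose transporter GLUT1, had 0.89, while the hexokinase gene Hk3 had −0.92. Of 25 measured suppressive effectors of MDSCs, 10 were higher and 4 were lower (12 and 6 when adjusted over the list alone). The adenosine-producing enzyme gene Nt5e (CD73) had 2.34, whereas Entpd1 (CD39), the enzyme before it in the same pathway, had −1.15 and the tryptophan-degrading enzyme gene Ido1 had −1.72. Of 13 glucocorticoid-inducible genes, the list that holds Sgk1, 5 were higher and none was lower (7 and 1 when adjusted over the list alone), with Ddit4 at 1.37. Lists share members: of these 5, Ddit4 is also a hypoxia-inducible factor target, Nfkbia is in the inflammatory list and Il1r2 is among the mature neutrophil markers. The 8 genes that did not pass include Tsc22d3, Fkbp5 and Per1, with 0.22, 0.31 and 0.23, so the count does not show a separate glucocorticoid response.
Of 12 markers of mature neutrophils, 7 were higher and none was lower (7 and 0 when adjusted over the list alone), with Ly6g, a member of the Ly6 gene family, at 1.43 and Cxcr2 at 0.84. Of 18 markers of monocytes and macrophages, 12 were lower and 3 were higher (14 and 3 when adjusted over the list alone). C1qb and C1qc fell most in this list, while the chemokine receptor gene Cx3cr1 had a log2 fold change of 1.61 and Apoe had 1.03. Of 26 interferon-stimulated genes, 20 were lower and none was higher (23 and 0 when adjusted over the list alone), with Gbp2, an interferon-induced GTPase, in front and Ifi44 at −1.67. All 9 markers of NK cells were lower (9 when adjusted over the list alone), with Gzmb and Gzma at the lower end and a median log2 fold change of −2.48, which was −3.62 with a pseudocount of 0.1 and −1.25 with one of 5. None of 15 T cell markers passed the test in either direction by either adjustment. Genes encoded by mitochondrial DNA made up 3.94% and 4.00% of all TPM in the lactate libraries, 2.41% and 2.57% in the control libraries and 1.09% and 2.17% in the libraries at pH 6.7.
Camera in limma, with a preset correlation of 0.01 and adjustment over the 36 lists, gave adjusted p = 4.76e-15 for the inflammatory genes (adjusted p = 0.136 with an estimated correlation), 3.91e-14 for the hypoxia-inducible factor targets (adjusted p = 0.136 with an estimated correlation) and 4.99e-07 for glycolysis (adjusted p = 0.155 with an estimated correlation). It gave 3.64e-04 for the suppressive effectors (adjusted p = 0.136 with an estimated correlation), 3.54e-06 for the glucocorticoid-inducible genes (adjusted p = 0.136 with an estimated correlation) and 5.21e-06 for the mature neutrophil markers (adjusted p = 0.177 with an estimated correlation). For the falling lists it gave 1.82e-05 for the monocyte and macrophage markers (adjusted p = 0.227 with an estimated correlation), 2.19e-14 for the interferon-stimulated genes (adjusted p = 0.146 with an estimated correlation) and 2.97e-10 for the NK cell markers (adjusted p = 0.136 with an estimated correlation). When C replicate 1, C replicate 2, L replicate 1 and L replicate 2 were left out in this order, the higher genes numbered 13, 14, 15 and 12 for the inflammatory list, 7, 6, 8 and 8 for the hypoxia-inducible factor targets, 1, 1, 3 and 1 for glycolysis, 6, 5, 6 and 6 for the suppressive effectors, 1, 2, 1 and 1 for the glucocorticoid-inducible genes and 1, 1, 1 and 2 for the mature neutrophil markers. In the same order, the lower genes numbered 7, 7, 9 and 8 for the monocyte and macrophage markers, 7, 7, 11 and 9 for the interferon-stimulated genes and 5 each time for the NK cell markers. Among Sgk1 and the genes named here for the largest changes of their lists, some calls did not hold without 1 of these 4 libraries. The call of Aldoc did not hold without any 1 of them. Those of Lif and Ccl17 were lost without L replicate 2 and that of Entpd1 without C replicate 1. Hk3 lost its call without C replicate 1 or L replicate 2, and Apoe without C replicate 1 or C replicate 2. For Sgk1 this was so without C replicate 1, L replicate 1 or L replicate 2, and for Slc2a1 without C replicate 1, C replicate 2 or L replicate 2. Cxcr2 lost its call without C replicate 1, C replicate 2 or L replicate 1, and Cx3cr1 without C replicate 2, L replicate 1 or L replicate 2.

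**Figure D3:**
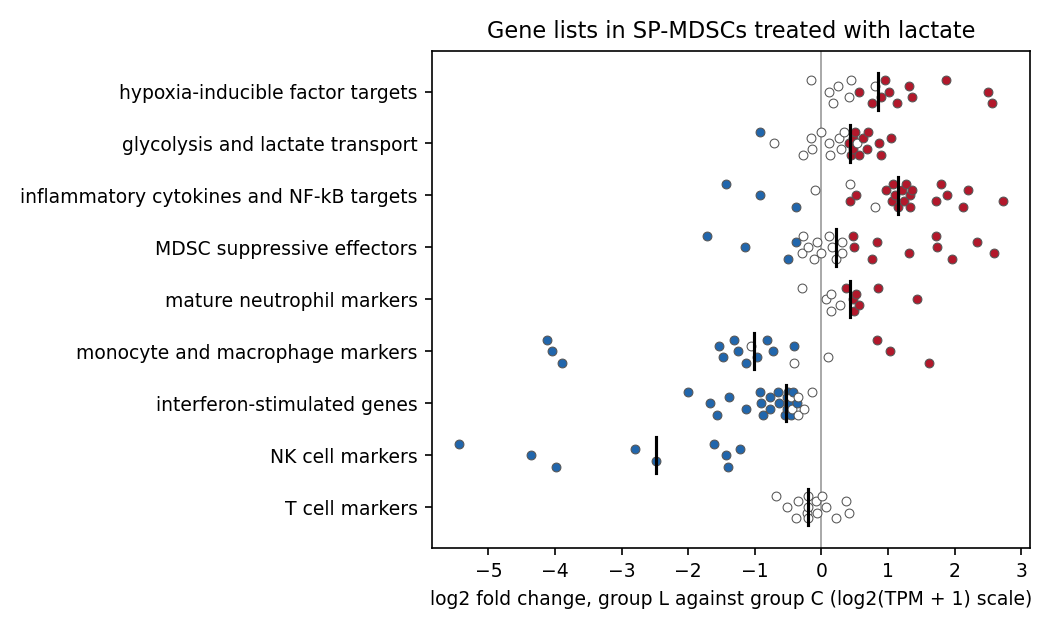
Log2 fold changes of group L against group C on the log2(TPM + 1) scale (x axis) for the genes of 9 lists (y axis). Each point is a gene, red where higher and blue where lower at an adjusted p under 0.05 from limma and open where it did not pass, and the black bar is the list's median; the NK cell markers lie to the left of 0 and the T cell markers around it.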

Combined with bioinformatics analysis and verification experiments, we finally identified that expression of SGK1 greatly increased in the lactate treatment group.

In the light of that the expression of SGK1 is regulated by epigenetic factors, especially DNA methylation. Further investigation is needed to confirm the DNA methylation levels of SGK1 and elucidate the related regulatory factors. Here, we found that the methylation level of the SGK1 CpG island was significantly reduced after treatment with lactate in MDSCs using BSP and MSP. The DNA methylation level is mainly mediated by the methylated enzyme DMNTs and the demethylated enzyme TETs family (Gerecke et al., 2022), we detected the expression of DMNTs and TETs in MDSCs. The results showed that the expression of DMNTs did not change significantly; however, the expression of TET2 was significantly higher than that of TET1 and TET3, particularly after stimulation with lactate. Therefore, we hypothesized that the DNA methylation level of SGK1 may be an important mechanism for mediating the function of MDSCs via lactate regulation and that TET2 is involved in this process.

TET2 is the predominant epigenetic regulatory enzyme and an important member of the TET protein family (Lu et al., 2023; Ma et al., 2022). Previous studies have shown that TET2 regulates modifications of DNA methylation by promoting DNA demethylation by oxidizing 5-methylcytosine and the function of TET2 is closely related to embryo development and tumorigenesis. Here, we discovered that lactate could upregulate the expression of TET2 in MDSCs and that TET2 mediates the demethylation of SGK1 through a direct combination of the transcription region. Through a series of experiments, we found that the immunosuppressive function of MDSCs was significantly reduced after silencing expression of TET2 *in vitro*. Furthermore, compared with the control group, MDSCs transfected with siTET2 showed delayed tumor growth *in vivo.*

In conclusion, we revealed a novel target of SGK1 in the regulation of the immunosuppressive function of MDSCs by lactate, and clarified the important role of TET2-mediated SGK1 demethylation in anti-tumor immunity. Our findings offer unprecedented insights into the crosstalk between immune processes and metabolic regulation in MDSCs, and targeting this crosstalk is a potential novel therapeutic strategy for the treatment of tumors.

## 5 Conclusion

In the experiment, we used the subcutaneous lung cancer model, which has its limitations, including: 1. Distorted microenvironment and lack of organ specific stromal cells in the subcutaneous space; 2. The spleen becomes the main site of MDSCs amplification in subcutaneous models, however, the proportion and function of MDSCs in other key sites (such as bone marrow and tumor site) have not been evaluated, making it difficult to clarify the differences between MDSCs in different sites; 3. The systemic dynamics of MDSCs (such as migration from bone marrow to blood to spleen/tumor) need to be evaluated in the context of intact immunity. The subcutaneous transplant tumor model is difficult to reflect the systemic immune suppression associated with cancer.

Actually, both TET2 and SGK1 demonstrate potential as targeted therapies for tumors. In T-cell acute lymphoblastic leukemia (T-ALL), a phase I/II trial demonstrated that 5-aza combined with vitamin C significantly induced apoptosis in TET2-silenced cells by re-expressing TET2 and upregulating endogenous retroviruses (HERVs), thereby enhancing immunogenicity (Bensberg et al., 2021). PARP inhibitors (e.g., olaparib) exhibit efficacy in TET2-mutant acute myeloid leukemia (AML), where TET2 loss impairs homologous recombination repair (Padella et al., 2022). A phase II trial (NCT03974217) reported prolonged progression-free survival in AML patients treated with Talazoparib (clinicaltrials.gov, 2021). SGK1 inhibitors show promise in solid tumors. GSK-650394 suppresses neutrophil extracellular traps (NETs) and myeloid-derived suppressor cell infiltration, reducing colorectal cancer liver metastasis recurrence (Li et al., 2023). Natural compounds (e.g., Salvia miltiorrhiza-derived exosomes) inhibit SGK1-FOXO3a signaling, inducing autophagy/apoptosis in triple-negative breast cancer (preclinical) (Peng et al., 2025). In the future, it is necessary to rely on TET2 mutations/5hmC and SGK1 expression profiles to design precise combination schemes and accelerate the transition from mechanism research to clinical trials.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus repository, accession number GSE241316.

## Supplementary material

SUPPLEMENTARY FIGURE S1 T-MDSCs have higher level of glycolysis than SP-MDSCs of mouse subcutaneous lung cancer model. **(A)** The mRNA expression levels of HK2, PFK and LDHA were measured by qRT-PCR in SP-MDSCs and T-MDSCs respectively (n = 3 per group). **(B)** The mRNA expression levels of GLUT1 and HIF-1 in MDSCs were measured by qRT- PCR in SP-MDSCs and T-MDSCs respectively (n = 3 per group). **(C,D)** The glucose uptake was detected by glucose assay kit, and lactate production was examined by lactate assay kit after MDSCs were treated by TCCM for 24 h and 48 h (n = 3 per group). **(E)** The mRNA expression levels of LDHA, GLUT1 and HIF-1 in MDSCs were measured by qRT-PCR after MDSCs were treated by TCCM for 24 h and 48 h (n = 3 per group). The results are presented as means ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001. T-MDSCs: MDSCs derived from the tumor tissue of mouse subcutaneous lung cancer model. SP-MDSCs: MDSCs derived from the spleens of mouse subcutaneous lung cancer model. TCCM: Tumor cell conditioned medium. HK2: hexokinase 2, PFK: phosphofructokinase, LDHA: lactate dehydrogenase A, GLUT1: glucose transporters 1, HIF-1: hypoxia inducible factor-1.

SUPPLEMENTARY FIGURE S2 Lactate enhances the level of glycolysis of MDSCs. **(A)** The mRNA expression levels of HK2, PFK and LDHA in MDSCs from wild-type mice was tested after treatment by lactate (10 μM) for 24 h (n = 3 per group). **(B)** The mRNA expression levels of GLUT1 and HIF-1 in MDSCs was tested after treatment by lactate (10 μM) for 24 h (n = 3 per group). **(C,D)** The glucose consumption was detected by glucose assay kit, and lactate production was examined by lactate assay kit after MDSCs were treated by lactate (10 μM) for 24 h (n = 3 per group). The results are presented as means ± SEM, *p < 0.05, **p < 0.01. LA: lactate, HK2: hexokinase 2, PFK: phosphofructokinase, GLUT1: glucose transporters 1, HIF-1: hypoxia inducible factor-1.

SUPPLEMENTARY FIGURE S3 After the glycogenic pathway is suppressed, the expression of inhibitory molecules in MDSCs were declined. **(A)** The mRNA expression levels of HK, PFK and LDHA in MDSCs from wild-type mice was tested by qRT-PCR after treatment of 2-DG (10 μM) (n = 3 per group). **(B)** The mRNA expression levels of GLUT1 and HIF-1 in MDSCs was tested by qRT-PCR after treatment of 2-DG (10 μM) (n = 3 per group). **(C,D)** The glucose consumption was detected by glucose assay kit, and lactate production was examined by lactate assay kit (n = 3 per group). **(E,F)** The activity of Arg-1 was measured by a QuantiChrom arginase assay kit and the concentration of NO was determined by a Griess reagent system kit (n = 3 per group). The results are presented as means ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001. LA: MDSCs were incubated with lactate, LA+2-DG: MDSCs were treated with lactate and 2-DG, 2-DG: 2-deoxy-D-glucose.

How the deposited data were processed for this re-analysis (not part of the article)

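Gene expression was measured by RNA sequencing in 6 libraries of SP-MDSCs, 2 in each of the control group (group C), the group at pH 6.7 (group 6_7) and the lactate group (group L). The authors deposited 1 table of TPM values, with a column per library and no pooling of replicates, and 0 columns of per-sample values were left unused. TPM divides the reads of a gene by its length and scales each library to the same total, and no scaling between libraries by the authors is stated in the sources used here. The submitters' processing notes name GRCm38 (mm10) as the genome build. The aligner, the quantifier, their versions and the use of strand are not given in the sources used here. Of the 51826 Ensembl gene IDs in the table, 51633 matched a gene symbol in the GENCODE M21 annotation on GRCm38 and 193 did not, and 24651 were listed at 0 in every library. Because TPM keeps no read depth, no counting interval or detection floor was computed, and a value of 0 is described as listed at 0.

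The tests were made on log2(TPM + 1) for genes with a TPM of at least 1 in at least 2 of the 6 libraries. A model with a mean per group was fitted to all 3 groups with limma 3.58.1 in R 4.3.3, with an intensity trend in its empirical Bayes step and 3 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg within each comparison. Group L was compared with group C, group 6_7 with group C and group L with group 6_7. The 36 gene lists were counted at an adjusted p under 0.05 over all genes and over each list alone, and tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. The genes named in the text are every gene the paper names, the 10 largest rises and the 10 largest falls of each comparison among genes that passed, reached a mean of 5 TPM in the higher group and did not overlap between the libraries of the groups compared, and the 2 largest rises and falls of each list. Predicted genes named by a number, a RIKEN code or an ID alone were left out of the 10 largest. A gene was counted as detected in a group when its TPM was above 0 in at least 1 library. Similarity of the responses to lactate and acid was set beside 100 simulated draws of unchanged groups that share simulated controls. The primers for MSP were matched to the Sgk1 transcripts of GENCODE M21 after conversion as by bisulfite. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and the plots were drawn with matplotlib 3.10.9.

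The limma step was tested on simulated data for group L against group C, with 14584 genes, 200 of them changed, and 10 draws. It recovered 9.4% of the genes changed by a log2 fold change of 0.5, 83.1% of those changed by 1 and 99.1% of those changed by 2, and 5.8% of its calls were unchanged genes. With no gene changed it made 0.7 calls per draw on average. These shares hold for 200 changed genes, and more changed genes ease the adjusted threshold. The changed genes were drawn from those with about 5 TPM or more in group C, so recovery at lower values was not measured. The simulated noise was normal and independent between libraries, and no library was set apart as 6_7 replicate 1 was in the data.

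Pearson correlations between libraries on log2(TPM + 1) lay between 0.958 and 0.989. The SD of the difference between replicates on the log2 scale was 0.324 in group C, 0.392 in group L and 0.448 in group 6_7. The alternatives were pseudocounts of 0.1 and 5, no filter on low values, a minimum of 5 TPM, a fold threshold, a fit of only the groups compared, no intensity trend, robust empirical Bayes, rescaling by a trimmed mean of log ratios (30% of log ratios and 5% of abundances trimmed per side), quantile normalization, a replicate block and leaving out each library in turn. Other rules for detection and other gene set tests were also tried. The methylation, qRT-PCR, protein and cell assays of the paper were not analysed here, because the table holds RNA sequencing values only.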

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

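The tests of a lower share of all lymphocytes and of acidity alone for the NK cell genes, and the look at Ifng, were chosen after the result was seen; the other tests in this part were not.

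All 9 NK cell markers were lower in group L than in group C, a signal in genes that the paper does not discuss, although the bead isolation of CD11b+ Gr1+ cells is meant to remove NK cells; the most abundant in group C were Gzmb at 132 TPM, Gzma at 58.3 TPM and Prf1 at 24.0 TPM. A lower share of all lymphocytes is argued against by the T cell markers, whose median log2 fold change was −0.194, and the B cell markers, with 0.093, against −2.478 for the NK cell markers, but the markers of basophils and mast cells and of platelets also had negative medians, −0.715 and −0.537, so a lower share of several minor cell types stays open. Acidity as the whole cause is argued against by group 6_7, since 7 of the 9 markers were lower in group L than in group 6_7 at an adjusted p under 0.05 from limma, but the 11 NK cell genes looked at kept only 38.2% to 76.1% of their control TPM in group 6_7, so acidity as a part of the cause stays open. A candidate explanation is that fewer NK cells were left in the lactate cultures: 8 genes of NK cell identity kept a median of 5.03% of their control TPM in group L, close to the highest share of 3.28% among the effector genes Gzma, Gzmb and Prf1. The effector genes and the identity genes Ncr1, Klrb1c, Eomes and Klra8 are among the 9 markers, so their low shares are not separate evidence. Of the identity genes outside the 9 markers, Klra7, Klre1 and Klra4 kept 0.988%, 7.18% and 0%, while Cd160 kept 60.2%. In group C the 8 identity genes had means of only 1.18 (Cd160) to 5.46 TPM (Ncr1). Their shares are therefore less certain than those of the more abundant effector genes. A loss of NK cells stays a hypothesis, and RNA alone does not tell a loss of cells from a loss of these transcripts in the cells.

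Of 26 interferon-stimulated genes, 20 were lower in group L than in group C and none was higher, again in genes that the paper does not discuss. Scaling between libraries as the whole cause is argued against by quantile normalization, under which 17 of the 26 were lower. A hypothesis is that less interferon gamma was present in the lactate cultures: 16 genes selective for interferon gamma had a median log2 fold change of −1.431 and 14 genes of type I interferon one of −0.50, a difference of −0.931 (two-sided permutation test over genes, p = 0.00079, 100000 resamples), although genes are not independent replicates and Ciita, of the first class, was higher. Ifng itself, looked up after these values were seen, went from 17.3 ± 1.24 TPM (SD, n = 2) in group C to 0.930 ± 0.206 TPM (SD, n = 2) in group L, a log2 fold change of −3.25 (adjusted p = 3.81e-04 from limma). Ifng is made by NK cells among others, so the falls of the NK cell markers and of the interferon-stimulated genes may be linked, which was not tested.

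In 11 genes every library of a group was near 0, at most 0.5 TPM, while every library of another group had at least 5 TPM. Of these, 63.6% share exons with another tested gene against 22.5% of the other tested genes (Fisher's exact test, p = 0.00401). Reads divided between overlapping gene models could give such a difference. Overlaps with annotated genes that were not tested were not counted. An example is Schip1, at 0.0154 and 0.0651 TPM in group C and 39.3 and 31.6 TPM in group L, beside the overlapping gene Iqschfp, at 9.83 and 8.73 TPM in group C, 0 and 0 in group 6_7 and 0.409 and 11.8 TPM in group L. Schip1 and Iqschfp are both among the 11 genes, so Fisher's test, which takes genes as independent, counts this locus more than once. The 4 genes without an exon overlap with a tested gene were Tspan9, BC023105, Gzmc and Ncr1. Gzmc and Ncr1 are expressed in NK cells, and no biological explanation was tested for the others.

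In group 6_7, which the paper uses as its control for acidity without reporting the genes changed there, 5 genes differed from group C at an adjusted p under 0.05 from limma. Group L differed from group 6_7 in 1608 genes by the same test. With no pH given for group L, this contrast does not separate lactate from a stronger acidity.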

How the results depend on the processing

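The counts per gene list without 6_7 replicate 1 and the split of the control libraries were added after the result was seen, and every other setting was planned. Of the 94 genes named for group L against group C that passed, 64 passed under every setting that keeps all 6 libraries and 41 without any 1 library, and for group L against group 6_7 this held for 49 and 36 of 91. For group 6_7 against group C it held for 0 and 1 of the 4 named genes. None of these called genes changed direction. When 1 library is left out, its group has 1 library, which is assumed to vary like the other groups, and fewer samples enter the fit. For the other settings named below the cause was not tested. With TPM alone, the depth behind these counts is unknown. The direction of Sgk1 in group L against group C was the same under all 16 settings.

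For group L against group C, no filter on low values, which tests more genes, gave 940 changed genes (356 higher, 584 lower), the 2-group fit 2651 (955 and 1696) and the fold threshold 578 (256 and 322). For group L against group 6_7 these settings gave 814 (281 and 533), 644 (231 and 413) and 520 (227 and 293). Among the genes named in the paper that had not passed for group L against group C, 8 gained a call in the 2-group fit and 10 did not. For group 6_7 against group C, a pseudocount of 5 gave 3 changed genes with 2 higher, the 2-group fit 3 with 2 higher, and no intensity trend 2 lower genes. No filter gave 0 changed, 0 higher and 0 lower genes there, with 1485 of the 27175 genes tested at an unadjusted p under 0.05 from limma. A share of about 0.05 of the tested genes would have such a p with no gene changed.

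Leaving out 1 library moved the counts for group L against group C between 302 and 2698 changed, 113 and 964 higher, and 171 and 1734 lower genes, those for group 6_7 against group C between 1 and 221, 1 and 21, and 0 and 200, and those for group L against group 6_7 between 240 and 3255, 71 and 1661, and 169 and 1594. The log2 fold change of Sgk1 ranged from 1.11 to 1.30 against group C and from 0.92 to 1.34 against group 6_7, while that of group 6_7 against group C ranged from −0.13, without 6_7 replicate 2, to 0.29. Among named genes that had not passed, the direction reversed for Dnmt3b without C replicate 2 (−0.057; highest 0.41 without C replicate 1), for Hk1 without C replicate 1 (0.034) and L replicate 2 (0.068; lowest −0.39 without L replicate 1), and for Pfkp without L replicate 2 (−0.22; highest 0.44 without L replicate 1).

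Camera called 21 gene lists for group L against group C, 10 for group 6_7 against group C and 18 for group L against group 6_7, and with an estimated correlation it called 0, 0 and 0. Fry called 20, 1 and 21 lists. Without 1 library, the lists called for group 6_7 against group C numbered 4 to 10. Without 6_7 replicate 1, the members higher or lower in group L than in group C included 13 of 13 genes encoded by mitochondrial DNA, against 1 with all libraries, and 25 of 26 interferon-stimulated genes.

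A mean of at least 1 TPM gave 13080 genes detected in all 3 groups, 13265 in groups C and L and 361 in group L alone, and a TPM above 0 in both libraries gave 691 in group L alone. With a TPM above 0 in at least 1 library, the rule used in the text, the count for group L alone ranged from 705 to 1686 without 1 library. The correlation of the lactate and acid responses was 0.5095 over genes called in either comparison, 0.1268 on average with 1 control library for each comparison, so that none is shared, and ranged from 0.2135 to 0.4304 without 1 library.

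The replicate numbers are shared between groups, but nothing says that they pair the samples, and same-numbered libraries had correlations of deviations of −0.045 (groups C and L), 0.112 (groups C and 6_7) and −0.132 (groups 6_7 and L). With a replicate block, 1207 genes changed in group L against group C, 1206 in group L against group 6_7 and 1 in group 6_7 against group C, with 1 higher and 0 lower.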

Differences from the paper's values

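No test in this part was chosen after the result was seen. For the paper as a whole, its statistics section gives Student's t-test and ANOVA with significance at p < 0.05; the paper's text names no tool, adjustment or fold threshold for differential expression in the sequencing data, so the counts are set side by side without a shared threshold.

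For group L against group C, the paper reports 505 changed genes, and 1586 passed an adjusted p under 0.05 from limma here. The paper's count of upregulated genes is 236, against 577 here, and its count of downregulated genes is 269, against 1009 here. Among the alternatives set before the data were examined, the fold threshold (an absolute log2 fold change of at least 1 besides the adjusted p) gave 578 changed genes, 256 higher and 322 lower, and leaving out L replicate 1 gave 511, 168 and 343, and these values lie within 1.5 times the paper's. For the lower genes, leaving out C replicate 2 gave 192 and leaving out L replicate 2 gave 189, which do so as well. The other alternatives, pseudocounts, filters, the 2-group fit, no intensity trend, robust empirical Bayes, both rescalings, the replicate block and the remaining left-out libraries, gave counts that differ from the paper's by more than 1.5 times.

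For Sgk1 in group L against group C, the log10 of the paper's adjusted p is about −51 in Fig. 3C, read by eye, and it was −2.13 here, from an adjusted p of 0.00742 by limma. None of the alternatives came near the paper's value, and their log10 lay between −2.45 and −1.19. The mean TPM of Sgk1 in groups C and L and the log2 of their ratio, 1.21, match what Fig. 3C prints.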

Other observations

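The comparisons in this part were planned, and only the split of the control libraries and the mention of Gm11127 and of other genes outside the rule for names were chosen after the result was seen.

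Few single genes passed the test for acid alone in SP-MDSCs. Against group C, 4 genes were higher in group 6_7 and 1 was lower at an adjusted p under 0.05 from limma. Of the 14584 genes tested, 824 had an unadjusted p under 0.05. A share of about 0.05 would have such a p with no gene changed. Ccdc71, a coiled-coil gene, fell from 23.3 ± 1.22 TPM (SD, n = 2) to 6.33 ± 0.316 TPM (SD, n = 2), a log2 fold change of −1.73 (adjusted p = 0.0250 from limma), while group L had 19.4 ± 1.16 TPM (SD, n = 2). The 4 higher genes were H1fx, Schip1, Snord14d and Gm11127, of which the first 3 overlap exons of another gene. H1fx, a linker histone listed at 0 in group C, had a log2 fold change of 3.82. Schip1 and Snord14d had log2 fold changes of 3.74 and 3.09 and Gm11127, with 5.65 and 4.75 TPM in group 6_7, had 2.54. No member of the 36 gene lists passed in this comparison when adjusted over all genes, and when adjusted over the list alone, 3 of the 9 NK cell markers and 1 gene of glycolysis and lactate transport were lower, 1 gene each of the cAMP and CREB targets, the inflammatory genes and the mature neutrophil markers was higher, and of the platelet markers 1 was higher and 1 was lower. Camera called 10 lists here. The genes encoded by mitochondrial DNA were lowest, with a median log2 fold change of −0.695 and camera adjusted p = 1.51e-07 (adjusted p = 0.679 with an estimated correlation). Most of this fall lies in 6_7 replicate 1, the library that stands apart, with 1.09% of its TPM in mitochondrial genes against 2.17% in 6_7 replicate 2 and 2.41% and 2.57% in group C. Of the other falling lists it gave adjusted p = 2.42e-05 for the NK cell markers, 0.00374 for proliferation and 0.0202 for the ribosomal proteins (adjusted p = 0.537, 0.537 and 0.679 with an estimated correlation). Of the rising lists it gave adjusted p = 2.42e-05 for the inflammatory genes, 7.26e-04 for the glucocorticoid-inducible genes, which include Sgk1, 0.0202 for the cAMP and CREB targets, 0.0355 for the suppressive effectors, and 0.0381 both for the mature neutrophil markers and for the granule proteins of neutrophil precursors (adjusted p = 0.627, 0.537, 0.679, 0.537, 0.679 and 0.679 with an estimated correlation). Without 6_7 replicate 2, which leaves the library that lay apart as the only one of its group, 221 genes were called, and without L replicate 2 it was 1. The count was also over 1.5 times lower without C replicate 1 and without C replicate 2, with 2 genes each, and without L replicate 1, with 3. The call of Schip1 did not hold without any 1 library of group C or L, and those of Snord14d and Ccdc71 did not hold without any of these or without 6_7 replicate 1.

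Groups L and 6_7 differed widely. Against group 6_7, 543 genes were higher in group L and 1065 were lower at an adjusted p under 0.05 from limma. The largest rises were Fn1 with a log2 fold change of 4.10, Fstl1 with 3.22, Lif with 3.00, Hamp with 2.69, the pantetheinase gene Vnn3 with 2.47, the coagulation tissue factor gene F3 with 2.42 and the gap junction gene Gja1 with 2.39. Csf3, Egln3 and the AP-1 gene Fosl1 had 2.41, 2.33 and 2.31. Gzmb fell most with −4.91, followed by Ccl8 with −4.72, and Gzma, Ccl12, C1qc, C1qb, C1qa, Gzmc, the NK cell chemokine gene Xcl1 and Prf1 lay between −3.79 and −3.33. Of these 20 genes, only Lif lost its call in a fit without 1 library, the fit without L replicate 2. A gene below the filter in such a fit was not tested there. Of 577 genes higher in group L than in group C, 403 were also higher than in group 6_7, and of 1009 lower genes 774 were also lower, but both comparisons use the same lactate libraries, so some overlap would arise without 2 separate effects. Of 18 targets of hypoxia-inducible factor, 13 were higher than in group 6_7 (13 when adjusted over the list alone). Of 26 interferon-stimulated genes, 23 were lower (23 when adjusted over the list alone). Genes encoded by mitochondrial DNA were higher in 7 of 13 cases (13 when adjusted over the list alone), with a median log2 fold change of 1.44; with the low share of these transcripts in 6_7 replicate 1, the size of this difference is uncertain. Camera gave adjusted p = 2.65e-13, 3.69e-15 and 5.56e-09 for these 3 lists (adjusted p = 0.259, 0.259 and 0.314 with an estimated correlation). The count of changed genes was 3255 without 6_7 replicate 2, 240 without L replicate 2, 442 without L replicate 1, 661 without C replicate 1 and 676 without C replicate 2, and the list counts against group 6_7 were not recomputed without single libraries.

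Across genes, which are not independent replicates, the log2 fold changes under lactate and under acid had a correlation of 0.325. Simulated unchanged groups that share simulated controls had 0.50, a value fixed by the equal spread given to groups and controls. An effect in a single group lowers the correlation, so the lower observed value does not show less similarity than unchanged groups. The covariance of the observed fold changes was 0.049 against a simulated 0.0267, a difference of 0.0223. The observed covariance ranged from 0.0421 without L replicate 2 to 0.0808 without C replicate 1 and was 0.113 with a pseudocount of 0.1, settings for which no simulated value was computed, so the size of the excess is uncertain. H1fx, Schip1 and Snord14d were higher in both comparisons, 3 genes where independent lists would share 0.158, and 0 genes were lower in both. With 1 control library given to each comparison, a split chosen after the result was seen, no control is shared; the covariance was then 0.0204 and 0.0251 for the 2 ways of splitting, and the correlation 0.109 and 0.144. With all controls, part of the correlation and of the shared calls may come from the shared controls, and the correlation ranged from 0.214 without 6_7 replicate 2 to 0.430 without C replicate 1.

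The paper reports from other assays that lactate raised Arg-1 activity and nitric oxide in SP-MDSCs (Fig. 2C and D). In the sequenced cultures Arg1 rose from 702 ± 14.8 TPM (SD, n = 2) in group C to 2339 ± 19.6 TPM (SD, n = 2) in group L, a log2 fold change of 1.74 (adjusted p = 2.63e-04 from limma). Nos2, which encodes iNOS, went from 141 ± 5.46 to 239.9 ± 3.02 TPM (SD, n = 2 each), a log2 fold change of 0.76 (adjusted p = 0.0130 from limma), a call that did not pass without any 1 library of group C or L. The paper also reports rises of HK, PFK, LDHA, GLUT1 and HIF-1. Ldha, Hk2 and Pfkl had log2 fold changes of 0.69, 0.48 and 0.48 and passed the test, Hk3 was lower, and Hk1, Pfkm and Pfkp, with −0.16, 0.14 and 0.11, did not pass. Hif1a had 0.44 and did not pass against group C (adjusted p = 0.0828 from limma), but had 0.66 against group 6_7 (adjusted p = 0.0272 from limma). The lactate exporter gene Slc16a3 (MCT4) had 0.44 and passed, and Slc16a1 (MCT1) with 0.33 and Pkm with −0.28 did not. The calls of Hk2, Pfkl and Slc16a3 did not hold without any 1 library of group C or L, and that of Ldha did not hold without C replicate 1, C replicate 2 or L replicate 2.

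For surface markers, the paper reports by flow cytometry that CD40, CD80, CD86, MHC-II and F4/80 decreased after lactate (Fig. 2G). With all 3 groups fitted together, their mRNA did not pass the test against group C. Cd40 had a log2 fold change of −0.37, Cd86 −0.39, Adgre1 (F4/80) −0.42, Cd80 0.37 and the MHC-II genes H2-Aa, H2-Ab1 and H2-Eb1 had 0.19, 0.21 and 0.31. Adgre1 and H2-Eb1 were close to the threshold, with adjusted p = 0.0502 and 0.0522 from limma. Against group 6_7, Cd40 was lower with −0.56 (adjusted p = 0.0367 from limma), a call that did not hold without 6_7 replicate 1 or without any 1 library of group C or L. Of 14 genes of maturation and antigen presentation, 3 were higher and none was lower (5 and 3 when adjusted over the list alone, where the 3 lower genes are Adgre1, Cd86 and Cd40), led by the dendritic cell maturation gene Cd83 and Itgax, the latter at 1.15; 2 were higher without C replicate 1 and 1 without C replicate 2, L replicate 1 or L replicate 2. Of the antigens that define MDSCs, Itgam (CD11b) had −0.69, Ly6c1 and Ly6c2 had −1.06 and −1.13 and Ly6g was higher with 1.43, and all 4 passed the test, as did Cd38 with 1.05. The calls of Itgam and Cd38 did not hold without any 1 library of group C or L, and that of Itgax did not hold without C replicate 2, L replicate 1 or L replicate 2.

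For DNA methylation, the paper reports by qRT-PCR that TET2 rose after lactate, that it was the most expressed TET gene and that DNMT3A and DNMT3B did not change (Fig. 5A to C). The caption of Fig. 5D also names a Western blot of TET2 after lactate. In the sequenced cultures Tet2 had 27.8 ± 3.37 TPM (SD, n = 2) in group C and 32.8 ± 3.79 TPM (SD, n = 2) in group L, a log2 fold change of 0.23 that did not pass the test (adjusted p = 0.424 from limma). In simulated data with 200 changed genes the fit recovered 9.4% of those changed by a log2 fold change of 0.5 and 83.1% of those changed by 1. More genes were called in the data, which eases the threshold, so these shares do not give the chance of calling a small rise. Whether Tet2 rose by a small amount is therefore neither shown nor excluded by this test. Tet3 had 23.5 ± 0.0611 TPM in group C and 18.3 ± 0.162 TPM in group L (SD, n = 2 each), a log2 fold change of −0.35 (adjusted p = 0.102 from limma), and Tet1 stayed below the filter with a mean of 0.488 TPM in group C. Dnmt1, Dnmt3a and Dnmt3b, with −0.21, −0.27 and 0.18, did not pass against group C, whereas Tet3 and Dnmt3a were lower than in group 6_7, with −0.49 and −0.51, calls that did not hold for Tet3 without any 1 library of group C or L and for Dnmt3a without any 1 of the 6 libraries. Of 15 measured genes of DNA methylation and demethylation, the demethylation-associated genes Gadd45a and Gadd45b were higher with 0.72 and 0.44 and the methyl-CpG binding gene Mbd2 was lower with −0.43 (2 and 1 when adjusted over the list alone), and none of the 3 calls held without any 1 library of group C or L.

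With all libraries, some markers of 2 further minor cell types were lower in group L than in group C. Of 6 markers of basophils and mast cells, 4 were lower and none was higher (4 and 0 when adjusted over the list alone), including the mast cell protease gene Cpa3 with a log2 fold change of −1.07, with camera adjusted p = 0.0102 (adjusted p = 0.177 with an estimated correlation). Of 4 platelet and megakaryocyte markers, 2 were lower and none was higher (2 and 0 when adjusted over the list alone), with the platelet factor 4 gene Pf4 at −1.82, and camera did not call this list (adjusted p = 0.0582). Without C replicate 1, C replicate 2, L replicate 1 or L replicate 2, 0 of the basophil and mast cell markers and 1 of the platelet markers were lower at an adjusted p under 0.05 from limma.

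For survival, the paper reports more surviving and fewer apoptotic MDSCs after lactate (Fig. 2E and F). Of 12 survival genes, 3 were higher and none was lower (3 and 0 when adjusted over the list alone). They were Bcl2a1d with 0.77, Bcl2a1b with 0.75 and Bcl2a1a with 0.67, paralogs that could share reads and so need not be separate signals. The other 9 survival genes did not pass. Of 14 pro-apoptotic genes, 2 were lower, Bak1 and Bid, the latter with −0.98, and none was higher (3 and 0 when adjusted over the list alone). Of 24 proliferation genes, 5 were lower, with Ube2c at −0.94 and Birc5 at −0.90, and of 25 nuclear genes of the respiratory chain and TCA cycle, 5 were lower, with Ndufa9 at −0.51 and Cox5b at −0.46 (9 in each list when adjusted over the list alone). Camera gave adjusted p = 0.00246, 0.0465, 6.32e-04 and 5.81e-04 for these 4 lists (adjusted p = 0.226, 0.227, 0.136 and 0.136 with an estimated correlation). Without C replicate 1 or C replicate 2, 0 genes of these 4 lists were called; without L replicate 1 it was 2 survival genes and 2 pro-apoptotic genes, and without L replicate 2 it was 1 survival gene.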
